# Multi-omics analysis the effects of Dhx37 deficiency on testis development and nucleolar homeostasis

**DOI:** 10.1038/s41420-025-02875-1

**Published:** 2026-01-14

**Authors:** Yuqing Jiang, Jiali Chen, Yanshuang Ren, Wenyuan Peng, Wanjun Shen, Yingyu Zhang, Jie Liu, Liujun Fu, Liping Li, Yujin Ma, Hongwei Jiang, Huifang Peng

**Keywords:** Sequencing, Endocrine reproductive disorders

## Abstract

The testicular microenvironment, with Sertoli cells as a key component, plays a pivotal role in spermatogenesis. *DHX37*, a member of the DEAH-box family of RNA helicases, has been identified as a pathogenic gene in 46, XY disorders of sex development (DSD), underscoring its potential significance in testicular development. Here, we focus on elucidating the role of *Dhx37* in maintaining Sertoli-cell survival. RIP-seq and RNAi-RNA-seq reveal that *Dhx37* safeguards nucleolar integrity and PI3K–AKT signaling, suppresses p53-driven apoptosis, and its loss triggers pro-apoptotic splicing. Cell-specific *Dhx37* knockout mice (*Dhx37*^−/−^) were subsequently generated to investigate the function of *Dhx37* in testicular development. In the *Dhx37*^−/−^ mice, we observed pronounced defects, including diminished testicular volume, lower testosterone levels, and marked vacuolization of the seminiferous tubules. Immunofluorescence staining revealed disruptions in both Sertoli and germ cell compartments, characterized by reduced cell proliferation and elevated apoptosis. The snRNA-seq disclosed marked changes in the expression of genes governing apoptosis and proliferation, findings that were further validated through qRT-PCR and Western blotting. In this study, we identified *Dhx37* as a pivotal determinant of nucleolar architecture in murine testicular Sertoli cells. Preservation of the nucleolus safeguards supporting normal testicular morphogenesis.

**Figure:**
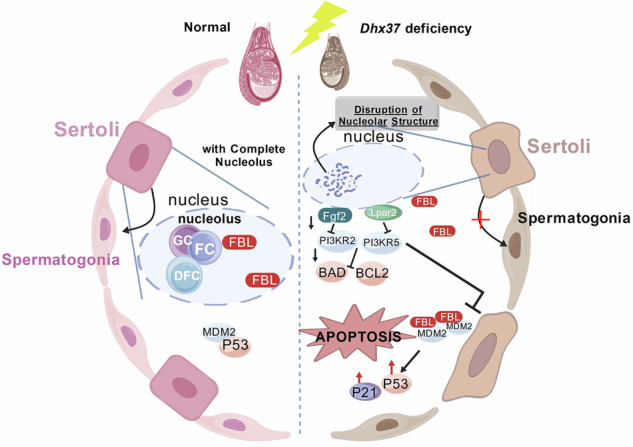
Graphical Abstract Schematic illustrating the proposed mechanisms by which *Dhx37* deficiency affects testicular development and spermatogenesis. In normal testes (left), Sertoli cells maintain a well-organized nucleolus with intact nucleolar structures, including Granular Component (GC), Fibrillar Center (FC), Dense Fibrillar Component (DFC). In this context, MDM2 interacts with P53, preventing the accumulation of P53 and inhibiting apoptosis, thereby supporting normal testicular architecture and spermatogenesis. However, in *Dhx37*^−/−^ mice (right), testicular volume is reduced, and seminiferous tubules undergo atrophy due to nucleolar stress in Sertoli cells. The disruption of nucleolar structure leads to the export of FBL from the nucleolus, where it binds to MDM2. This disruption is accompanied by downregulation of key factors in the PI3K pathway (Fgf2, Lpar2, PI3KR2, PI3KR5) and upregulation of the P53 pathway, culminating in apoptosis. As a result, *Dhx37* deficiency impairs Sertoli cell function, leading to a failure in supporting testicular development and spermatogenesis. Created with BioGDP.com.

Graphical Abstract Schematic illustrating the proposed mechanisms by which *Dhx37* deficiency affects testicular development and spermatogenesis. In normal testes (left), Sertoli cells maintain a well-organized nucleolus with intact nucleolar structures, including Granular Component (GC), Fibrillar Center (FC), Dense Fibrillar Component (DFC). In this context, MDM2 interacts with P53, preventing the accumulation of P53 and inhibiting apoptosis, thereby supporting normal testicular architecture and spermatogenesis. However, in *Dhx37*^−/−^ mice (right), testicular volume is reduced, and seminiferous tubules undergo atrophy due to nucleolar stress in Sertoli cells. The disruption of nucleolar structure leads to the export of FBL from the nucleolus, where it binds to MDM2. This disruption is accompanied by downregulation of key factors in the PI3K pathway (Fgf2, Lpar2, PI3KR2, PI3KR5) and upregulation of the P53 pathway, culminating in apoptosis. As a result, *Dhx37* deficiency impairs Sertoli cell function, leading to a failure in supporting testicular development and spermatogenesis. Created with BioGDP.com.

## Introduction

In mice, the transition of somatic gonadal cells within the mesoderm-derived urogenital ridge into Sertoli cells constitutes a pivotal event in testis differentiation [1]. Between embryonic day (E) 10 and E11, these cells remain bipotential, able to commit to either the ovarian or testicular lineage [2]. The onset of sex-determining region Y (SRY) expression at E11.5 redirects the gonadal somatic program toward a pre-Sertoli cell fate [3, 4]. These cells subsequently aggregate to form testicular cords. As the principal cellular constituent of the BTB, Sertoli cells facilitate spermatogenesis through intricate cellular interactions [5, 6]. They also secrete multiple growth factors, notably glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factor 2 (FGF-2) [7]. These ligands are pivotal for regulating the self-renewal of spermatogonial stem cells (SSCs) and the meiotic processes in spermatogonia [8]. Sertoli cells are the principal determinant of testicular volume. During the prepubertal period, Sertoli cells constitute the predominant testicular cellularity and actively proliferate [9]. The extent of this prepubertal proliferation fixes the adult Sertoli-cell population size and therefore limits ultimate testis volume [10]. Hence, Sertoli-cell proliferation is indispensable for establishing and maintaining normal testicular function [11].

The nucleolus, a central nuclear substructure, coordinates the transcription of rRNA and the assembly of ribosomes [12, 13]. Its structural and functional integrity is imperative for cellular proliferation and metabolic processes [14]. As an RNA helicase, *Dhx37* participates in cell growth and small ribosomal subunit pre-rRNA, both of which are essential for nucleolar homeostasis [15, 16]. Highly expressed in the male germ and Sertoli cells, *DHX37* has been identified as the causative gene for 46, XY DSD [17, 18]. Although *Dhx37* expression is evident in the testes, the precise molecular pathways by which it governs testicular development and drives gonadal dysgenesis remain elusive [19–21].

In this study, we generated Sertoli cell-specific *Dhx37* conditional knockout mice by crossing *Dhx37*^flox/flox^ animals with Amh-Cre transgenic mice, in which Cre recombinase is driven by the Amh promoter. Morphometric analysis demonstrated that the testes of *Dhx37*^−/−^ mice were significantly reduced in size and weight compared to those of wild-type (WT) counterparts. Immunofluorescence and electron microscopy were employed to examine alterations in the testicular somatic and germ cells populations and to assess nucleolar structure in Sertoli cells. Collectively, these data underscore a pivotal role for *Dhx37* in preserving Sertoli cell nucleolar integrity, supporting Sertoli cell viability, and thereby sustaining a permissive microenvironment for spermatogenesis.

## Result

### Integrative re-analysis of public single-cell data and RIP-seq uncovers *Dhx37* expression dynamics and regulatory pathways

We reanalyzed publicly available single-cell RNA-seq data from GEO and applied dimensional reduction and trajectory inference approaches to quantify *Dhx37* transcripts in murine testes at P3.5. Our analysis revealed ubiquitous *Dhx37* expression across all cell clusters, albeit at lower transcript abundance than canonical markers including *Amh*, *Star*, and *Mvh* (Fig. 1A, B). Notably, pseudotime modeling did not implicate *Dhx37* as a driver of lineage progression (Fig. 1C).

**Fig. 1:**
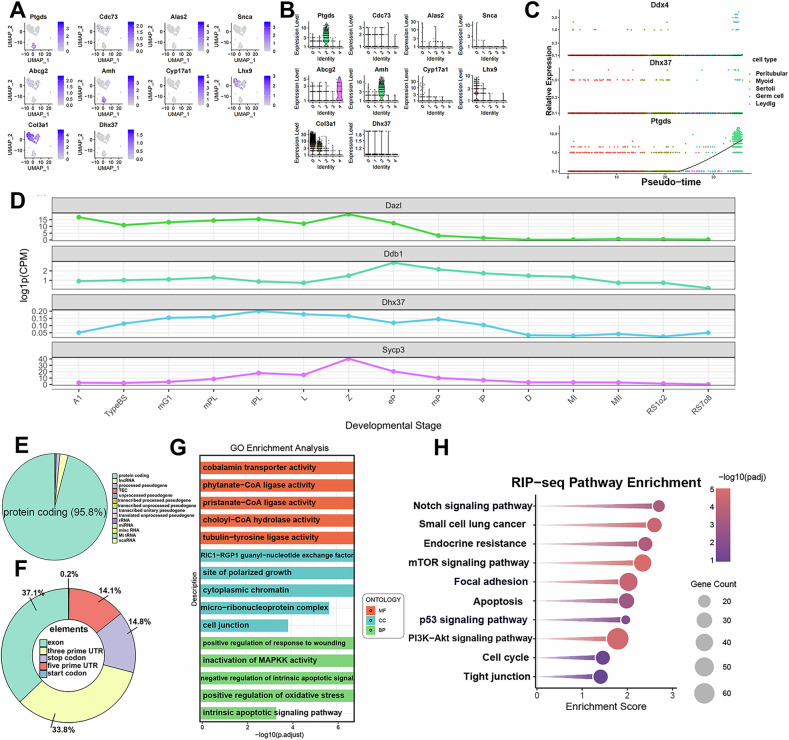
*Dhx37* is broadly expressed during murine spermatogenesis and preferentially binds mRNAs that regulate apoptosis, cytoskeletal dynamics and cell-junction integrity. **A** The expression distribution of different genes (*Ptgds*, *Cdc73*, *Alas2*, *Snca*, *Abcg2*, *Amh*, *Cyp17a1*, *Lhx9*, *Col3a1*, and *Dhx37*) in the UMAP dimensionality reduction space for 3 postnatal day mice. Each subplot represents the expression level of a specific gene, with colors ranging from gray to blue indicating low to high gene expression levels. UMAP_1 and UMAP_2 are the two dimensions after UMAP reduction. Data from the GEO database (GSE130554). **B** Single cell gene expression levels of *Ptgds*, *Cdc73*, *Alas2*, *Snca*, *Abcg2*, *Amh*, *Cyp17a1*, *Lhx9*, *Col3a1*, and *Dhx37* across various cell clusters in testis from P3.5. Each panel represents a specific gene with expression levels plotted on the y-axis and cell identities on the x-axis. **C** The relative expression levels of three genes (*Ddx4*, *Dhx37*, and *Ptgds*) in different cell types within mouse testicular tissue. The data are presented as scatter plots, with the horizontal axis representing pseudotime and the vertical axis representing relative expression levels. **D** Line plots of log10 counts-per-million (CPM) for *Dazl*, *Ddb1*, *Dhx37* and *Sycp3* across spermatogenic stages: A1 (type A1 spermatogonia), typeBS (type B spermatogonia), mG1 (G1 phase of early spermatocytes), mPL (mid-S phase of preleptotene spermatocytes), IPL (late S phase of preleptotene spermatocytes), L (leptotene stage in meiotic prophase I), Z (zygotene stage), eP (early pachytene stage), mP(mid-pachytene stage), IP (intermediate pachytene stage), D (diplotene stage), MI (metaphase I of meiosis I), MII (metaphase II of meiosis II), RS1o2 (spermatids at steps 1–2), RS7o8 (spermatids at steps 7–8). Data reanalyzed from Chen et al. [22]. **E** Pie chart showing transcript biotypes harboring *Dhx37* RIP-seq peaks in TM4 cells; 95.8% map to protein-coding mRNAs. **F** Distribution of peaks across mRNA features: exons (37.1%), 3′ UTRs (33.8%), 5′ UTRs (14.8%), stop/start codons (14.1%) and introns (0.2%). **G** GO enrichment of *Dhx37*-associated transcripts (Benjamini–Hochberg-adjusted q < 0.05); bars represent −log10 q and are colored by ontology category (BP, CC, MF). **H** KEGG pathway enrichment dot-plot; dot size indicates number of *Dhx37*-bound genes and color encodes −log10 Padj. Top terms include focal adhesion, apoptosis, p53 signaling and PI3K–Akt signaling, linking *Dhx37* to stress-response and pro-survival pathways.

Using the publicly available single-cell RNA sequencing (scRNA-seq) dataset of mouse spermatogenesis generated by Chen et al., we systematically profiled the expression dynamics of *Dazl*, *Ddb1*, *Dhx37*, and *Sycp3* across discrete developmental stages (Fig. 1D) [22]. The germ-cell marker *Dazl* remained relatively stable, exhibiting a modest peak in type B spermatogonia, which is consistent with its established role in early germ-cell differentiation. By contrast, the DNA repair gene Ddb1 was markedly down-regulated in late round spermatids, indicating a reduced requirement for DNA repair during terminal differentiation. Notwithstanding the overall decline, the similarity between *Dhx37* and *Dazl* trajectories suggests that *Dhx37* participates in early-stage cellular programs and fulfills a broad developmental role that is not restricted to meiosis.

RIP-seq peaks map overwhelmingly to protein-coding RNAs (95.8%), with only minor representation of rRNA, lncRNA, and pseudogenes (Fig. 1E). Binding sites concentrate in exons (37.1%), and 3′ UTRs (33.8%), followed by 5′ UTRs (14.8%), stop/start codons (14.1%), and introns (0.2%), indicating a preference for mature mRNAs and their regulatory termini (Fig. 1F).

RIP-seq in TM4 Sertoli cells showed that *Dhx37*-bound transcripts are significantly enriched in pathways governing pivotal cellular processes. GO analysis terms cluster around intrinsic apoptotic signaling and oxidative stress response, suggesting *Dhx37* contacts transcripts involved in stress adaptation and death programs (Fig. 1G). KEGG pathway analysis of *Dhx37*-associated transcripts revealed significant enrichment for the focal adhesion, apoptosis, and p53 signaling pathways, implicating the helicase in cytoskeletal regulation and cell death (Fig. 1H). A concomitant enrichment of the PI3K–Akt cascade links *Dhx37* to stress-adaptive, pro-survival signaling, while the over-representation of the tight-junction pathway suggests a role in maintaining Sertoli–and Sertoli–germ cell contacts.

### RNAi-based *Dhx37* knockdown: RNA-seq and alternative splicing analysis

To investigate the cell-autonomous roles of *DHX37* in testicular somatic (Sertoli) cells, we generated an in vitro *Dhx37* knockdown model in TM4 murine Sertoli cells and performed bulk RNA-seq profiling (Fig. 2A, B). GO enrichment of up-regulated differentially expressed genes (DEGs) underscored programs tightly associated with apoptosis and stress signaling, including “signal transduction by p53 class mediator,” “extrinsic apoptotic signaling pathway,” and “regulation of cell-cycle phase transition.” (Fig. 2D). Notably, the category “positive regulation of signal transduction by p53 class mediator” was strongly enriched. KEGG analysis of down-regulated DEGs revealed PI3K–Akt pathways (Supplementary Fig. 1A). Transcriptomic signatures indicated a coherent pro-apoptotic shift, with simultaneous activation of p53 signaling and attenuation of the pro-survival PI3K–Akt axis. Heat-map inspection demonstrated down-regulation of core PI3K–Akt components (Pik3r2, Pik3r5), upstream growth cues (Fgf2), and anti-apoptotic effectors (Mdm2, Bcl2) (Fig. 2C). Diminished Mdm2 expression provides a mechanistic basis for p53 stabilization. Conversely, apoptotic effectors were markedly induced, including death-receptor signaling (Fas), stress-activated MAPK (Mapk10/JNK3), DNA-fragmentation machinery (Dffa), and the canonical p53 target Bax.

**Fig. 2:**
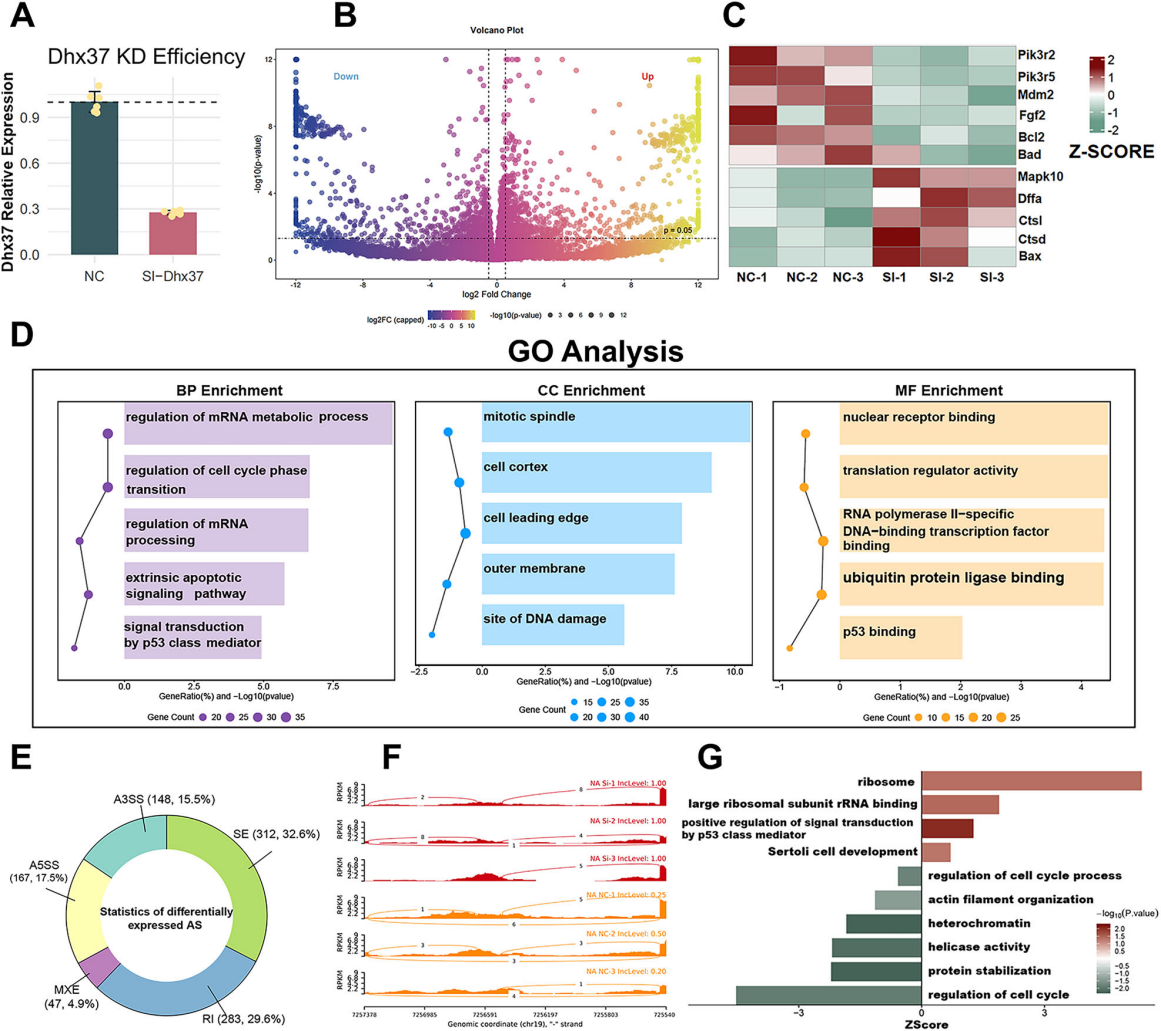
Transcriptomic and post-transcriptional consequences of *Dhx37* silencing in TM4 cells. **A** qRT-PCR confirmation of *Dhx37* knockdown efficiency. Relative mRNA abundance is normalized to GAPDH and presented as mean ± SD (n = 3 biological replicates per group). ***P < 0.001, two-tailed Student’s *t* test versus NC. **B** Volcano plot of DEGs identified by bulk RNA-seq (n = 3 per group). Genes with |log₂ fold-change| > 1 and Benjamini–Hochberg adjusted P < 0.05 are colored yellow (up-regulated) or blue (down-regulated). **C** Heat-map (row Z-scores) of canonical PI3K–Akt and apoptosis-related transcripts across individual NC and *Dhx37*-SIRNA replicates. **D** GO over-representation analysis of up-regulated DEGs. The five most significant terms in each category—biological process (BP, purple), cellular component (CC, blue) and molecular function (MF, orange)—are shown. Dot size denotes gene count, and dot position reflects −log_10_ (q-value). **E** Summary of 949 significant alternative-splicing (AS) events detected by rMATS (FDR < 0.05, |ΔPSI| ≥ 0.1). Sector size is proportional to event number. A3SS, alternative 3′ splice site; A5SS, alternative 5′ splice site; SE, skipped exon; RI, retained intron; MXE, mutually exclusive exon. **F** Representative sashimi plots highlighting *Dhx37*-dependent exon-skipping, intron-retention and splice-site shifts in selected loci (mm10 coordinates; read coverage scale identical within each track). **G** GO enrichment of genes harboring significant AS events. Bars are ordered by Z-score; color scale indicates −log₁₀ P-value. Terms linked to ribosome biogenesis, p53 signaling and cell-cycle regulation are prominently enriched.

To assess post-transcriptional consequences, we profiled alternative splicing (AS) events. *Dhx37* KD triggered 949 significant AS events (Fig. 2E). Sashimi plots corroborated *Dhx37*-dependent alterations in exon usage and intron retention (Fig. 2F). AS-affected genes were enriched in cell-cycle regulation, DNA damage response, and p53-linked apoptotic signaling, reinforcing DEG-derived conclusions (Fig. 2G).

In summary, our multi-omics analyses suggest that *Dhx37* deficiency may compromise nucleolar integrity and ribosome biogenesis, possibly activate the RPL11–MDM2–p53 axis, attenuate PI3K–Akt survival signaling, and shift splicing program interrelated perturbations that could together promote a pro-apoptotic state in cells.

### Spatiotemporal expression of *Dhx37* in mice testis and generation of Sertoli-cell-specific *Dhx37* knockout

By E13.5 and E16.5, when testicular differentiation is largely complete, DHX37 exhibited broad expression throughout the developing testis, rather than being confined to OCT4/MVH-positive primordial germ cells. And at P10, DHX37 expression was robust in PLZF-positive spermatogonial stem cells, suggesting its key role in the proliferative expansion phase of testicular development. By P60, DHX37 was detected in both SOX9-positive Sertoli cells and TRA98-positive post-meiotic germ cells, with a predominantly nuclear distribution, highlighting its crucial role in both germ cells and Sertoli cells, contributing significantly to testicular development across these stages (Fig. 3A). Their significance in both the early development and ongoing function of the testis emphasizes the importance of *Dhx37* in Sertoli cells. These findings demonstrate that *Dhx37* is consistently expressed throughout testis development.

**Fig. 3:**
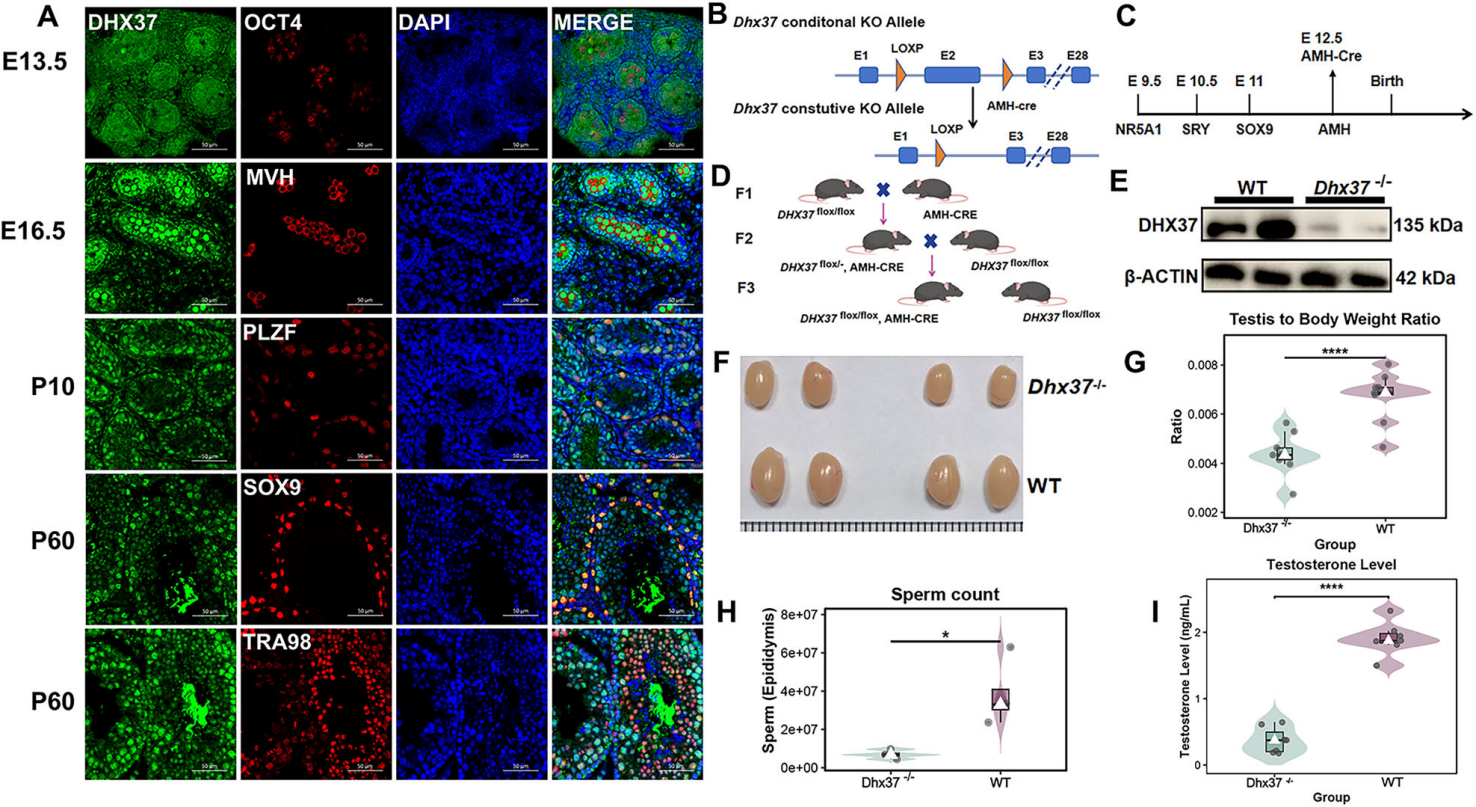
Localization and functional role of *DHX37* during testicular development and construction of conditional knockout mice. **A** Immunofluorescence localization of DHX37 (green) during testis development. Co-staining was performed with stage-restricted markers (red): OCT4 (primordial germ cells, E13.5), MVH (germ-cell lineage, E16.5), PLZF (spermatogonial stem cells, P10), SOX9 (Sertoli-cells, P60) and TRA98 (all germ-line cells, P60). Nuclei were counter-stained with DAPI (blue). Scale bars, 50 μm. **B** Targeting strategy. The floxed *Dhx37* allele carries loxp sites flanking exon 2. **C** Developmental timing of Cre activity. AMH-Cre expression initiates at embryonic day 12.5, after male-sex determination but before Sertoli-cell maturation. **D** Breeding scheme used to obtain Sertoli-cell-specific *Dhx37* knock-out mice (*Dhx37*^*flox*/flox^, AMH-Cre, hereafter *Dhx37*^−/−^) and WT littermates. **E** Gross morphology of testes from 8-week-old *Dhx37*^−/^^−^ and WT males. Scale bar, 5 mm. **F** WB of cells confirming near-complete loss of DHX37 protein in *Dhx37*^−/−^ animals. β-ACTIN served as loading control. **G** Testis-to-body-weight ratio is markedly reduced in *Dhx37*^−/−^ males (n = 9) compared with WT (n = 9). Violin plots show median ± inter-quartile range. ****P < 0.0001, two-tailed unpaired Student’s *t* test. **H** Epididymal sperm counts are significantly lower in *Dhx37*^−/−^ males (n = 4) than in WT controls (n = 4). *P < 0.05, two-tailed unpaired Student’s *t* test. **I** Serum testosterone concentrations measured by ELISA (n = 7 mice per group). ****, P < 0.0001.

Due to the essential role of Sertoli cells in both testicular development and spermatogenesis, we generated a Sertoli-cell-specific *Dhx37* knockout by crossing *Dhx37* ^flox/flox^ mice with AMH-Cre mice (Fig. 3A). The AMH-Cre transgene activates Cre recombinase at E12.5, prior to Sertoli-cell maturation (Fig. 3B, C). The F3 progeny carrying *Dhx37* ^flox/flox^; AMH-Cre (referred to as *Dhx37* ^−/−^) were compared to WT (Fig. 3D). Western blotting confirmed efficient recombination, showing an almost complete loss of DHX37 protein in Sertoli cells (Fig. 3E). Morphological assessment revealed significantly smaller testes in males compared with WT (Fig. 3F). Quantitative analysis demonstrated a pronounced reduction in the testis-to-body-weight ratio in *Dhx37* ^−/−^ mice (Fig. 3G; ****P < 0.0001). Consistent with impaired testis volume, epididymal sperm counts were also markedly lower in mutants (Fig. 3H; *P < 0.05). *Dhx37*^−/−^male mice exhibited significantly reduced sperm counts and were infertile, as evidenced by their failure to produce offspring when mated with wild-type female mice. These findings indicate that Sertoli cell-specific knockout of *Dhx37* leads to male infertility.

### Impaired testicular architecture and steroidogenesis revealed by histological and immunohistochemical analyses

H&E staining demonstrated marked atrophy and vacuolization of seminiferous tubules in *Dhx37*^−/−^ testes, which was accompanied by significant reductions in serum testosterone concentrations (Figs. 3I and 4A). Quantitative ImageJ analysis of H&E sections revealed a pronounced decrease in the total seminiferous-tubule area in *Dhx37*^−/−^ testes, indicative of compromised testicular architecture (Fig. 4B). To elucidate the basis of the lower testosterone output, we performed immunohistochemistry for the steroidogenic enzymes CYP17A1 and STAR, both of which are indispensable for androgen biosynthesis (Fig. 4C, E). *Dhx37*^−/−^ testes exhibited a significant decrease of CYP17A1 and STAR immunoreactivity relative to WT (Fig. 4D, F). Collectively, these data indicate that loss of *Dhx37* disrupts Leydig cell steroidogenesis, thereby contributing to the testosterone deficit observed in *Dhx37*^−/−^ males.

**Fig. 4:**
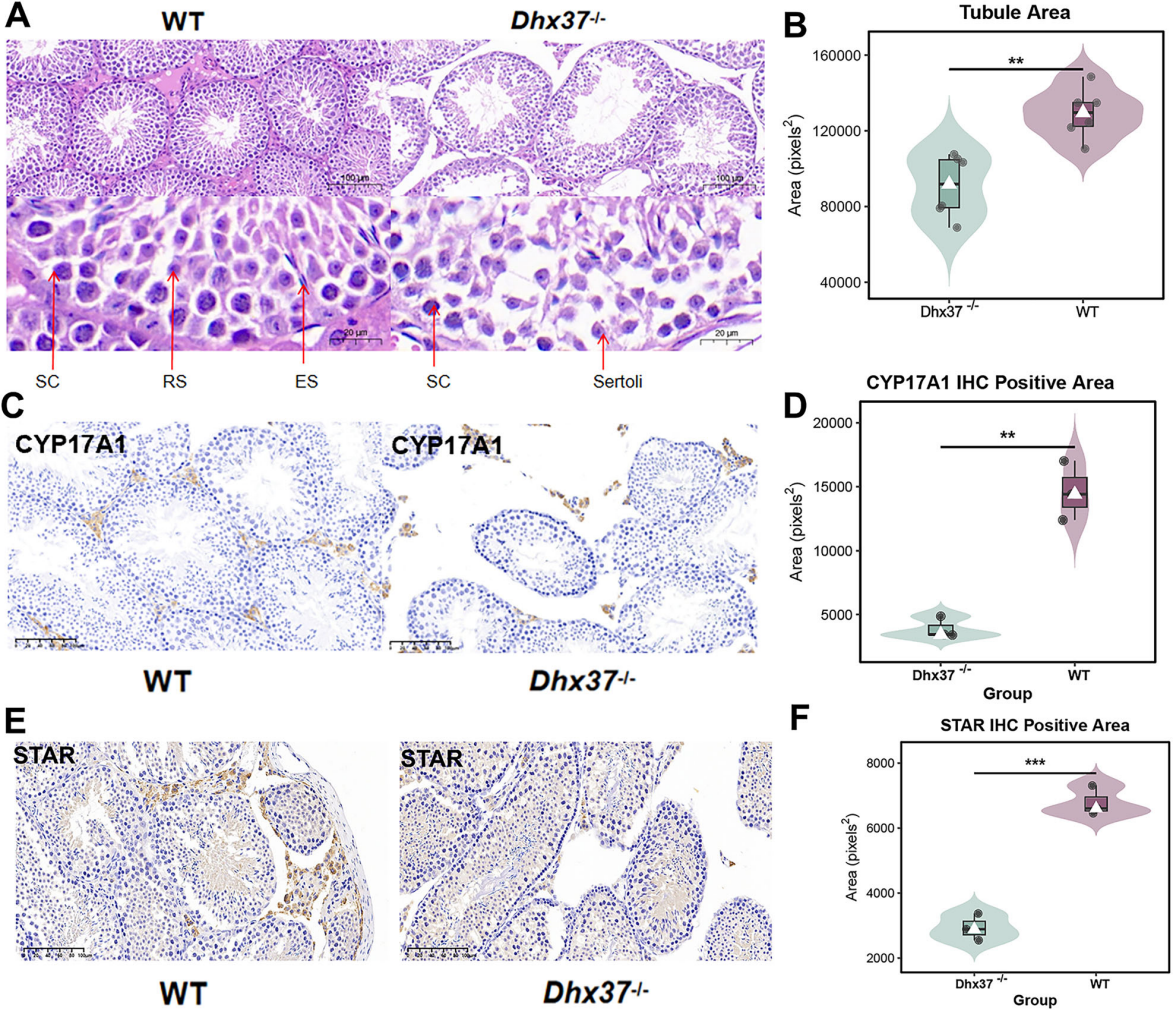
*Dhx37* deficiency compromises seminiferous-tubule integrity and Leydig-cell steroidogenesis. **A** Representative H&E staining of adult testes from WT and *Dhx37*^−/−^ mice. *Dhx37*^−/−^ tubules display marked atrophy, luminal vacuolization and loss of elongating spermatids (ES); round spermatids (RS) and spermatocytes (SC) are indicated by red arrows. Scale bars, 50 µm (upper panels) and 20 µm (lower panels). **B** Violin plot of total seminiferous-tubule cross-sectional area quantified in ImageJ (four mice per genotype, 50 tubules per mouse). **, P < 0.01 (unpaired two-tailed t-test). **C** IHC for the steroidogenic enzyme CYP17A1 in WT and *Dhx37*^−/−^ testes. Brown staining marks Leydig cells, scale bar = 100 µm. **D** Quantification of CYP17A1-positive area (n = 3 mice per genotype, ≥10 fields per mouse). **, P < 0.01. **E** IHC for the cholesterol-transport protein STAR in adjacent sections; scale bar = 100 µm. **F** Quantification of STAR-positive area (n = 3 mice per genotype). ***, P < 0.001.

### *Dhx37* deletion results in the decrease of Sertoli and germ cells in adult male mice

Then we conducted immunofluorescence staining followed by quantitative intensity analysis. Consistent with histological data, *Dhx37*^−/−^ testes displayed a significant decrease in TRA98-positive germ cells (Fig. 5A, B) and in SOX9-positive Sertoli cells (Fig. 5C, D) relative to wild-type littermates, resembling the gonadal dysgenesis reported in humans carrying *DHX37* variants. Western blot analysis corroborated these observations, revealing pronounced down-regulation of germ-cell markers MVH/VASA, PLZF, and TRA98 in *Dhx37*^−/−^ testes (Fig. 5E).

**Fig. 5:**
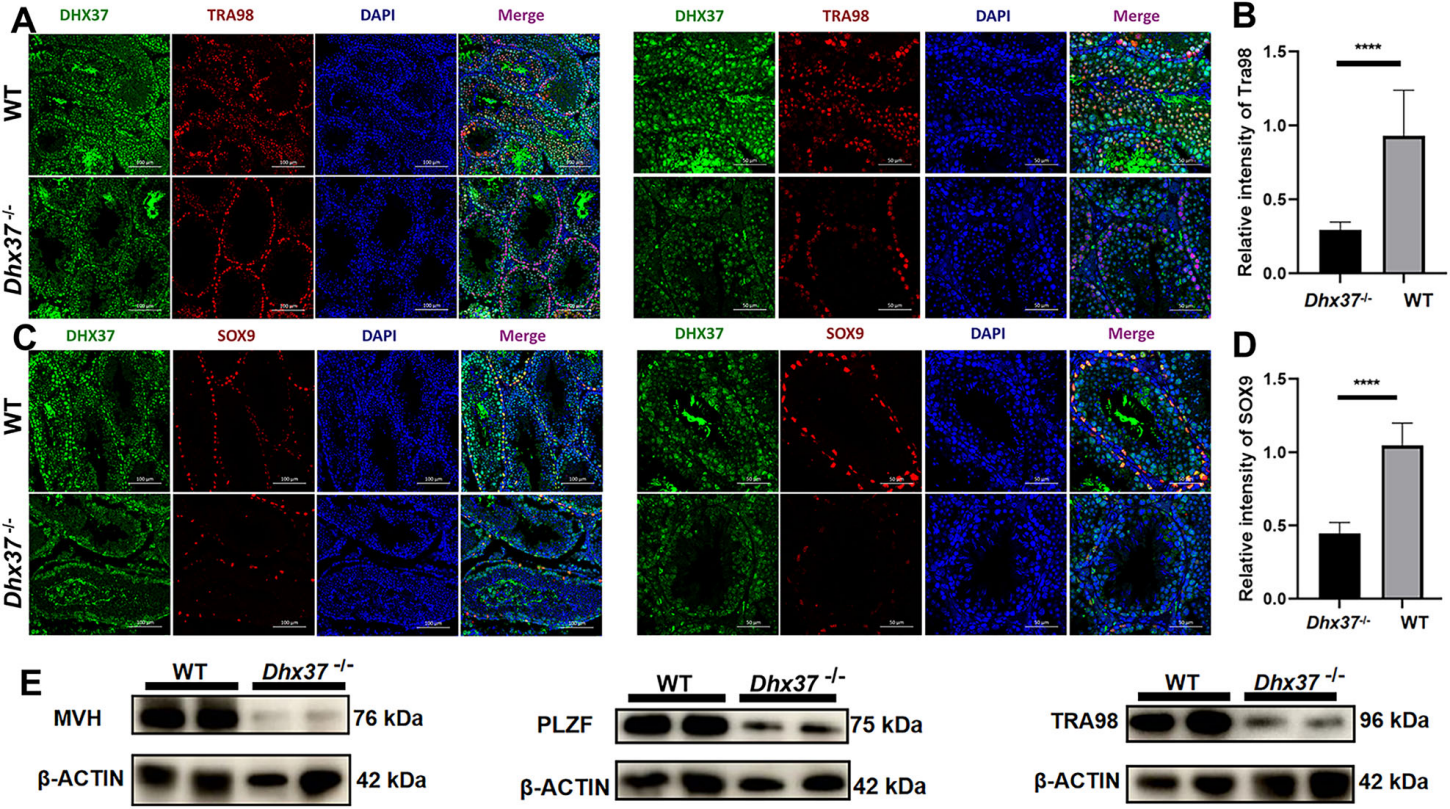
Loss of *Dhx37* depletes germ- and Sertoli-cell populations in adult mouse testes. **A** Double immunofluorescence for DHX37 (green) and the pan-germ-cell marker TRA98 (red) in WT and *Dhx37*^−/−^ sections; nuclei, DAPI (blue). For each genotype, representative low (100 μm) and high (50 μm) magnification panels show matched fields. **B** Quantification of TRA98 fluorescence intensity (n = 3). ****P < 0.0001 (unpaired two-tailed t-test). **C** Double staining for DHX37 (green) and the Sertoli-cell marker SOX9 (red) in adjacent sections. **D** Quantification of SOX9 signal (n = 3). ****P < 0.0001. **E** WB validation of germ-cell markers (MVH, PLZF, TRA98) and Sertoli-cell markers in whole-testis lysates. β-ACTIN serves as a loading control.

In summary, these data demonstrate that Sertoli-cell-specific loss of *Dhx37* precipitates profound reproductive deficits, including diminished testicular size, reduced sperm output and testosterone production, depletion of germ and Sertoli cell populations, and heightened apoptosis.

### snRNA-seq analysis reveals the effects of *Dhx37* knockout on gene expression in Sertoli cells

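Nuclei released from whole testes were profiled by snRNA-seq with 10x Genomics 3′ chemistry in 4 libraries, 2 from WT and 2 from *Dhx37*-/- mice. The sample labels name them as biological replicates 1 and 2 of each genotype. The paper gives the age of the mice as P60, and the labels give it as 8 weeks. The authors aligned the reads to mm39 with Cell Ranger and deposited, for each library, the raw UMI counts of every gene and every observed barcode, without normalization. The paper's text does not state whether reads in introns were counted. WT replicate 1 held 66811225 UMIs over 2515483 barcodes, and WT replicate 2 held 51797891 UMIs over 2756723 barcodes. *Dhx37*-/- replicate 1 held 65953881 UMIs over 2337833 barcodes, and *Dhx37*-/- replicate 2 held 75611263 UMIs over 2773488 barcodes. From there, a barcode was called as a nucleus when its UMI count lay within a factor of 10 of the 99th percentile of the expected nuclei, or when its counts differed from the ambient profile (the free RNA found in droplets without a nucleus) at an adjusted p under 0.01. The study's filter followed, with 500 to 5000 genes, at least 500 UMIs and at most 25% mitochondrial UMIs. Doublets were not removed, since the methods name no such step. Counts were log-normalized in Seurat, reduced to the top 10 PCs of 2000 variable genes and clustered with Louvain at resolution 0.5. Nuclei of a library are not independent replicates, so the UMI counts of each cell class were summed per library and the 4 sums were compared. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33, so for shares and mean positions the values per library are the result.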

To investigate the regulatory mechanism of *Dhx37* in Sertoli cells, snRNA-seq analysis was performed on testicular cells isolated from whole testes of wild-type and *Dhx37*^−/−^ mice at P60 (Fig. 6A). After quality control, we obtained single-cell transcriptomes for both wild-type and *Dhx37*^−/−^ mice. 

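The nuclei kept numbered 9999 in WT replicate 1, 8298 in WT replicate 2, 8811 in *Dhx37*-/- replicate 1 and 10028 in *Dhx37*-/- replicate 2. The median nucleus held 3289 and 3662 UMIs from 1937 and 2150 genes in the WT libraries, and 3731 and 4157 UMIs from 2197 and 2367 genes in the *Dhx37*-/- libraries. The kept nuclei carried 52.3% and 60.7% of all UMIs in the WT libraries and 53.4% and 59.8% in the *Dhx37*-/- libraries, and the other UMIs lay in barcodes not kept. The upper limit on genes removed 13 and 15 barcodes from the WT libraries and 204 and 302 from the *Dhx37*-/- libraries. The mitochondrial limit removed 0 barcodes. The number of nuclei moved most when the study's filter was applied to all barcodes without a test against the ambient profile, which kept 12700, 8641, 10773 and 11511 nuclei in the same order of libraries. Scrublet called 4.24% and 4.24% of the WT nuclei and 4.23% and 4.59% of the *Dhx37*-/- nuclei as doublets.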

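Clustering gave 18 clusters, and 16 of them were named from lists of markers for 11 cell classes. These names were rebuilt from the counts and each is used as a likeness, for example Sertoli-like. The Sertoli-like cluster was led by *Mageb18*, *Gpm6b*, *Gm14569* and *Wt1*, the Leydig-like cluster by *Akr1cl*, *Prlr* and *Cyp11a1*, the macrophage-like cluster by *Slc9a9* and *F13a1*, the endothelial-like cluster by *Mecom* and the fibroblast-like cluster by *Adamts5*, *Fhl2* and *Ebf1*. The 10 clusters of spermatocyte-like, round spermatid-like and elongating spermatid-like nuclei shared many transcripts, and none had a marker of its own class among its 10 leading genes. The same holds for the spermatogonia-like cluster, which was led by *Auts2*, *Neto2* and *Sdk1* and named from 6 raised markers. No cluster was named after the peritubular myoid or the mesothelial or epithelial markers. With 30 PCs a peritubular myoid-like cluster of 208 nuclei was named, and with calling by UMI count alone one of 203, and all of these nuclei lie in the fibroblast-like class here, which may therefore hold peritubular myoid cells. A cluster with *Dhh*, a Sertoli marker, among the 10 leading genes of an otherwise elongating spermatid-like profile and a cluster with 0 raised markers stayed unnamed. These 2 clusters held 10.5% ± 1.07 (SD, n = 2) of WT nuclei and 14.3% ± 6.65 (SD, n = 2) of *Dhx37*-/- nuclei. Round spermatid-like nuclei made up 44.3% ± 2.65 of WT and 34.9% ± 11.7 of *Dhx37*-/- nuclei (SD, n = 2 libraries here and for the classes that follow). Elongating spermatid-like nuclei made up 26.4% ± 1.43 and 23.8% ± 3.81, and spermatocyte-like nuclei 11.5% ± 0.704 and 12.0% ± 1.32. The share of spermatogonia-like nuclei was 1.37% ± 0.570 in WT and 4.26% ± 2.32 in *Dhx37*-/-. Leydig-like nuclei held 1.66% ± 0.926 and 3.46% ± 0.241, fibroblast-like nuclei 1.75% ± 0.767 and 2.51% ± 1.23, macrophage-like nuclei 1.54% ± 0.663 and 2.07% ± 0.520, and endothelial-like nuclei 0.526% ± 0.472 and 0.420% ± 0.481. Both *Dhx37*-/- libraries lay above both WT libraries for the spermatogonia-like and Leydig-like classes (exact permutation test, p = 0.33, the smallest that 2 libraries against 2 allow). For the spermatocyte-like, round spermatid-like, elongating spermatid-like, macrophage-like, endothelial-like and fibroblast-like classes the libraries of the 2 genotypes overlapped (exact permutation test, p = 0.67). The difference in spermatocyte-like nuclei changed direction with the study's filter alone, from 0.464 to -2.76 percentage points (*Dhx37*-/- minus WT). That class includes a cluster of 366 nuclei, 99.2% of them from the *Dhx37*-/- libraries.

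**Figure D1:**
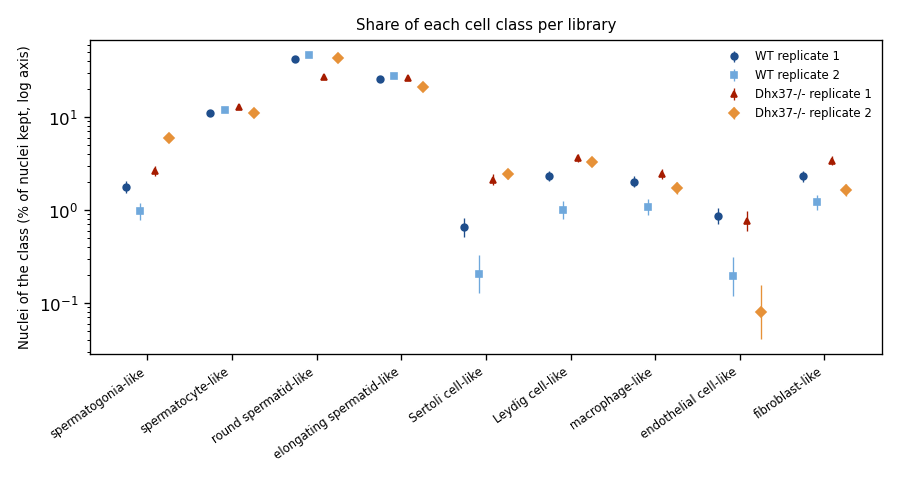
Share of nuclei kept (percent, log axis) for each named cell class in the 4 libraries, with 95% Wilson intervals as bars, which cover counting error only. Sertoli-like nuclei lie between 0.205% and 0.650% in the WT libraries and between 2.12% and 2.41% in the *Dhx37*-/- libraries.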

Dimension reduction and visualization using uniform manifold approximation and projection (UMAP) allowed us to categorize the cells into ten distinct clusters: round spermatids, elongating spermatids, spermatocytes, spermatogonia, Leydig cells, fibroblasts, sertoli cells, macrophages, endothelial cells, and others, based on known marker genes (Fig. 6B). To further elucidate the effect of *Dhx37* loss on cellular responses in the testes, we focused on Sertoli cells for detailed analysis. 

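The Sertoli-like class held 65 nuclei in WT replicate 1 and 17 in WT replicate 2, or 0.650% (95% Wilson interval 0.510 to 0.828) and 0.205% (0.128 to 0.328) of the nuclei kept. It held 187 nuclei in *Dhx37*-/- replicate 1 and 242 in *Dhx37*-/- replicate 2, or 2.12% (1.84 to 2.44) and 2.41% (2.13 to 2.73). The mean share was 0.427% ± 0.315 in WT and 2.27% ± 0.206 in *Dhx37*-/- (SD, n = 2; exact permutation test, p = 0.33), and both *Dhx37*-/- libraries lay above both WT libraries. These are shares of recovered nuclei and not numbers per testis. Unnamed nuclei are not counted, among them a cluster nearest to Sertoli cells by its markers at resolution 1.0 (1009 nuclei). The median Sertoli-like nucleus held 8273 and 7758 UMIs in the WT libraries and 6774 and 8621 in the *Dhx37*-/- libraries. Free RNA accounted for an estimated 9.94% and 6.48% of the UMIs of Sertoli-like nuclei in the WT libraries and 10.2% and 7.18% in the *Dhx37*-/- libraries. *Dhx37* itself (ENSMUSG00000029480), the deleted gene, had 4 and 3 UMIs in the Sertoli-like nuclei of the WT libraries and 12 and 14 in those of the *Dhx37*-/- libraries, which is 7.51, 25.1, 10.3 and 6.69 CPM (UMIs scaled to the total of the class in each library). These counts were too few for the test between genotypes, and a deletion that leaves most of the transcript in place would not lower them, so they do not check the genotype labels. Over all nuclei kept, *Dhx37* reached 7.1 and 11.8 CPM in the WT libraries and 10.4 and 10.6 CPM in the *Dhx37*-/- libraries.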

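The UMI counts of Sertoli-like nuclei summed to 532573 in WT replicate 1, 119500 in WT replicate 2, 1169798 in *Dhx37*-/- replicate 1 and 2091750 in *Dhx37*-/- replicate 2. After TMM normalization and edgeR's filter on low counts, 10337 genes were tested between the genotypes. Unless stated otherwise, CPM in Sertoli-like nuclei below are TMM-normalized, over the tested genes or, for a gene not tested, over all genes. On that scale *Dhx37* had 8.02, 24.7, 9.69 and 6.73 CPM in the same order of libraries. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at an adjusted p under 0.05, with 747 genes (7.23%) at an unadjusted p under 0.05, 458 of them higher in *Dhx37*-/-. DESeq2 also called 0 genes, with 220 at an unadjusted p under 0.05. The biological coefficient of variation was 19.5%. In counts simulated for this comparison with that spread, edgeR called 81.5% of the 173 tested genes given a 4-fold change (9766 genes tested, 12 false calls). The simulation gave every gene the same spread and changed 200 genes, neither of which need hold in the data. The share of 81.5% may therefore overstate the power here, and 0 calls do not exclude changes of that size. With libraries as replicates, the count moved most when WT replicate 2 was left out, which gave 370 genes (244 higher and 126 lower). In that fit the lone WT library is assumed to vary like the *Dhx37*-/- pair. Without WT replicate 1 edgeR called 5 genes, and without either *Dhx37*-/- library it called 0 (96 and 280 genes at an unadjusted p under 0.05). A Wilcoxon test across nuclei, the test that the methods name, called 377 of 28254 genes at an adjusted p under 0.05, 145 higher and 232 lower, and 745 at the lines drawn in Fig. 6C (unadjusted p under 0.01 and a fold of 1.2), whose legend states a Wald test with an adjusted p instead. The Wilcoxon test takes nuclei as replicates, and between libraries of one genotype it called 1574 genes for the *Dhx37*-/- pair (242 against 187 nuclei) and 78 for the WT pair (17 against 65 nuclei).
Among the genes with the smallest p in each direction were *Gm14172* and *Rpl8*, higher in *Dhx37*-/-, and *Gm42826*, *Pcdh9* and *Gm41225*, lower, each with both *Dhx37*-/- libraries on one side of both WT libraries and an edgeR adjusted p of 0.475. *Gm14172* (ENSMUSG00000083498) is a processed pseudogene whose reads the counting could have split with its parent gene. It had 4.18 and 8.66 CPM in the WT libraries, from only 2 and 1 UMIs. In the *Dhx37*-/- libraries it had 49.5 and 52.2 CPM, a log2 fold change of 3.29 (standard error 0.61). *Rpl8*, with 5 and 3 UMIs in the WT libraries, had a log2 fold change of 2.51, and free RNA accounted for an estimated 58.6% of its counts. *Gm42826* fell by 1.75, *Pcdh9* by 1.78 and *Gm41225* by 2.17 on the log2 scale, and free RNA accounted for an estimated 45.8% and 41.7% of the counts of the latter pair. Each of these was called when WT replicate 2 was left out.
Of the 9 genes legibly labelled as lower in Fig. 6C, 8 were tested and all 8 had a lower estimate in *Dhx37*-/-, 3 of them at an unadjusted p under 0.05. The largest changes were in *Cntn5*, with a log2 fold change of -1.62 (standard error 0.42, edgeR adjusted p = 0.561), and *Negr1*, with -1.39 (standard error 0.37, edgeR adjusted p = 0.564), and both were lower in each *Dhx37*-/- library than in each WT library. Adjusted over the 8 alone, 2 passed 0.05, which is not independent evidence because the study picked these genes from the same libraries. *Gm15663* had 0 UMIs in both WT libraries and 3 and 4 in the *Dhx37*-/- libraries and was not tested. Of the 9 genes legibly labelled as higher, 8 had a higher estimate in *Dhx37*-/-, the largest being *Gm47283* with a log2 fold change of 0.77 (standard error 0.35, edgeR adjusted p = 0.680). *Ephb1* had a lower estimate, -0.22, and no UMI in WT replicate 2. WT replicate 2 was the highest of the 4 libraries for 8 of the genes labelled as lower and the lowest for all 9 labelled as higher. *Gm48765* and *Gm15283* are antisense genes, and their counts are uncertain if the counting did not use strand.

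**Figure D2:**
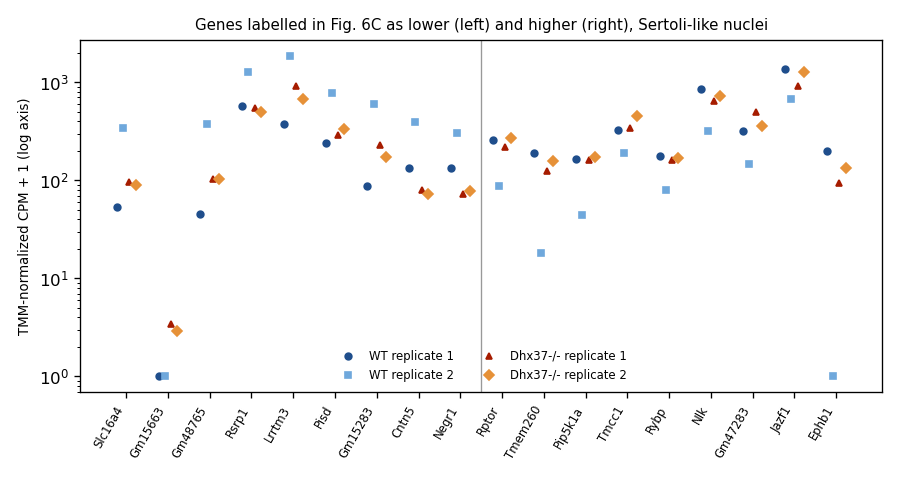
TMM-normalized CPM plus 1 (log axis) in Sertoli-like nuclei for the genes legibly labelled in Fig. 6C as lower (left of the line) and higher (right), with 1 point per library. *Slc16a4* has 338 CPM in WT replicate 2, 52.3 CPM in WT replicate 1, and 95.5 and 87.9 CPM in the *Dhx37*-/- libraries.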

Differentially expressed gene analysis identified 577 genes in the Sertoli cells of *Dhx37*^−/−^ mice, including 127 upregulated and 450 downregulated genes (Fig. 6C), indicating significant changes in gene expression profiles. Collectively, these pathways converge on the activation of membrane dynamics, cytoskeletal re-organization, and stress-induced apoptotic responses (Fig. 6D). 

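Lists of genes for p53 targets, apoptosis, the actin cytoskeleton, cell junctions and endocytosis were tested in Sertoli-like nuclei with limma's camera at its preset correlation between genes of 0.01. Of 40 p53 targets 19 were tested, 11 were higher in *Dhx37*-/-, and the median log2 fold change was 0.07 (camera adjusted p = 0.906). The mean was 0.01 while camera gave the direction as lower. Of 40 apoptosis genes 24 were tested, 16 were higher, and the median was 0.09 (camera adjusted p = 0.802). These lists shared 5 genes. For 55 actin cytoskeleton genes, 27 of them higher, the median was -0.02 (camera adjusted p = 0.972) and the mean 0.09. For 31 junction genes, 14 of them higher, the median was -0.04 (camera adjusted p = 0.802), and for 55 endocytosis genes, 23 of them higher, it was -0.03 (camera adjusted p = 0.564). None of these 5 lists was called under fry or an estimated correlation either. Without TMM, which raised the median of all tested genes from 0.01 to 0.11, the medians of actin, junction and endocytosis genes turned positive (0.07, 0.04 and 0.06). *Trp53*, the gene of p53, had 35.6 and 51.9 CPM in the WT libraries and 40.1 and 53.2 CPM in the *Dhx37*-/- libraries, a log2 fold change of 0.25 (standard error 0.40, edgeR adjusted p = 0.922). *Cdkn1a*, the gene of p21, had 20.9 and 8.66 CPM in the WT libraries (10 and 1 UMIs) and 23.9 and 18.6 CPM in the *Dhx37*-/- libraries. Its log2 fold change was 0.21 (standard error 0.55, edgeR adjusted p = 0.956). From KEGG enrichment of its differentially expressed genes, the paper concludes that the enriched pathways meet in membrane dynamics, a reorganized cytoskeleton and apoptosis under stress.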

Consistent with the pronounced enrichment of the p53 signaling pathway, the key effectors p53 and p21 are significantly up-regulated in *Dhx37*^−/−^ whole testis (P < 0.05; Fig. 6E), further supporting that *Dhx37* deletion triggers a p53-mediated apoptosis/senescence program.

**Fig. 6:**
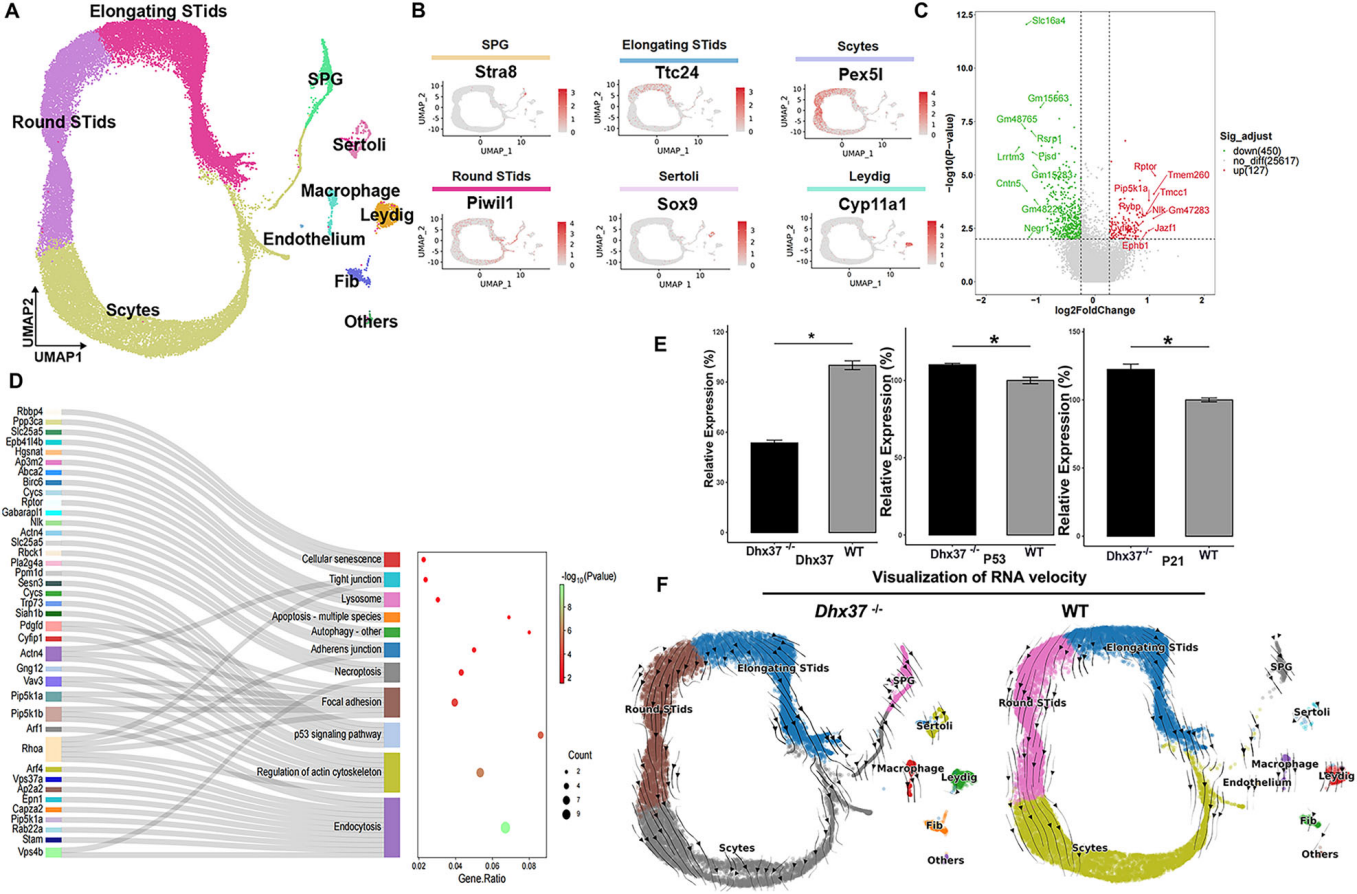
*Dhx37* loss remodels the Sertoli-cell transcriptome and perturbs germ-cell developmental flow. **A** UMAP embedding of single-nucleus RNA-seq profiles from P60 WT and *Dhx37*^−/^^−^ testes, colored by the ten cell identities resolved: spermatogonia (SPG), spermatocytes (Scytes), round spermatids (round STids), elongating spermatids (elongating STids), Leydig cells, cells, macrophages, endothelial cells, fibroblasts and others. **B** Feature plots illustrating representative markers for each cluster (e.g., Stra8 for SPG, Ttc24 for elongating spermatids). **C** Volcano plot of DEGs in *Dhx37*^−/^^−^ versus WT cells (two-sided Wald test, Benjamini–Hochberg false-discovery rate < 0.05; gray = nonsignificant, red = up-regulated, green = down-regulated). **D** Sankey diagram and dot-plot summarizing KEGG enrichment. Significantly over-represented pathways converge on membrane dynamics, actin-cytoskeleton remodeling and p53-mediated apoptotic signaling (dot size = gene ratio, color = –log 10 adjusted P). **E** Validation of selected stress/apoptosis markers: bar graphs show mean ± SD normalized mRNA counts for Dhx37, p53, and p21 in whole testis RNA sample (n = 3 biological replicates per genotype); P < 0.05, unpaired two-tailed t-test. **F** RNA-velocity vectors projected onto the UMAP for *Dhx37*^−/^^−^ and WT datasets. Loss of *Dhx37* increases directional dispersion within round-to-elongating spermatid transitions and in Sertoli-cell clusters, indicating destabilized transcriptional trajectories.

We also investigated whether *Dhx37* deletion affects the differentiation trajectory of spermatogenic cells. Using scVelo, a model that assesses RNA splicing speed to predict the future transcriptional state of individual cells, we inferred the developmental trajectory of spermatogenesis based on snRNA-seq data. Notably, the *Dhx37* defect altered the direction of the velocity vector within spermatids. In the *Dhx37*^−/−^ group, RNA velocity between round spermatids and elongating spermatids showed greater variability, suggesting increased fluctuations in gene expression (Fig. 6F). Similarly, the RNA velocity of Sertoli cells in the *Dhx37*^−/−^ group exhibited greater variability and instability, indicating that *Dhx37* deletion disrupts normal gene expression and function in these cells.

Meanwhile, by immunofluorescence staining with anti-ki67 antibody, we observed a marked attenuation of Sertoli proliferation in *Dhx37* mice (Fig. 7A, B). We also detected possible Sertoli apoptosis by TUNEL staining and found a significant increase in apoptotic cells in *Dhx37*^−/−^ testis tissues (Fig. 7C, D). The western blot confirmed the decrease of the Sertoli-cell markers WT1 and SOX9 within *Dhx37*^−/−^ testes (Fig. 7E). Taken together, these data suggest that *Dhx37* knockout disrupts the apoptosis signaling pathway and may further lead to phenotypic defects in Sertoli cell proliferation and survival.

**Fig. 7:**
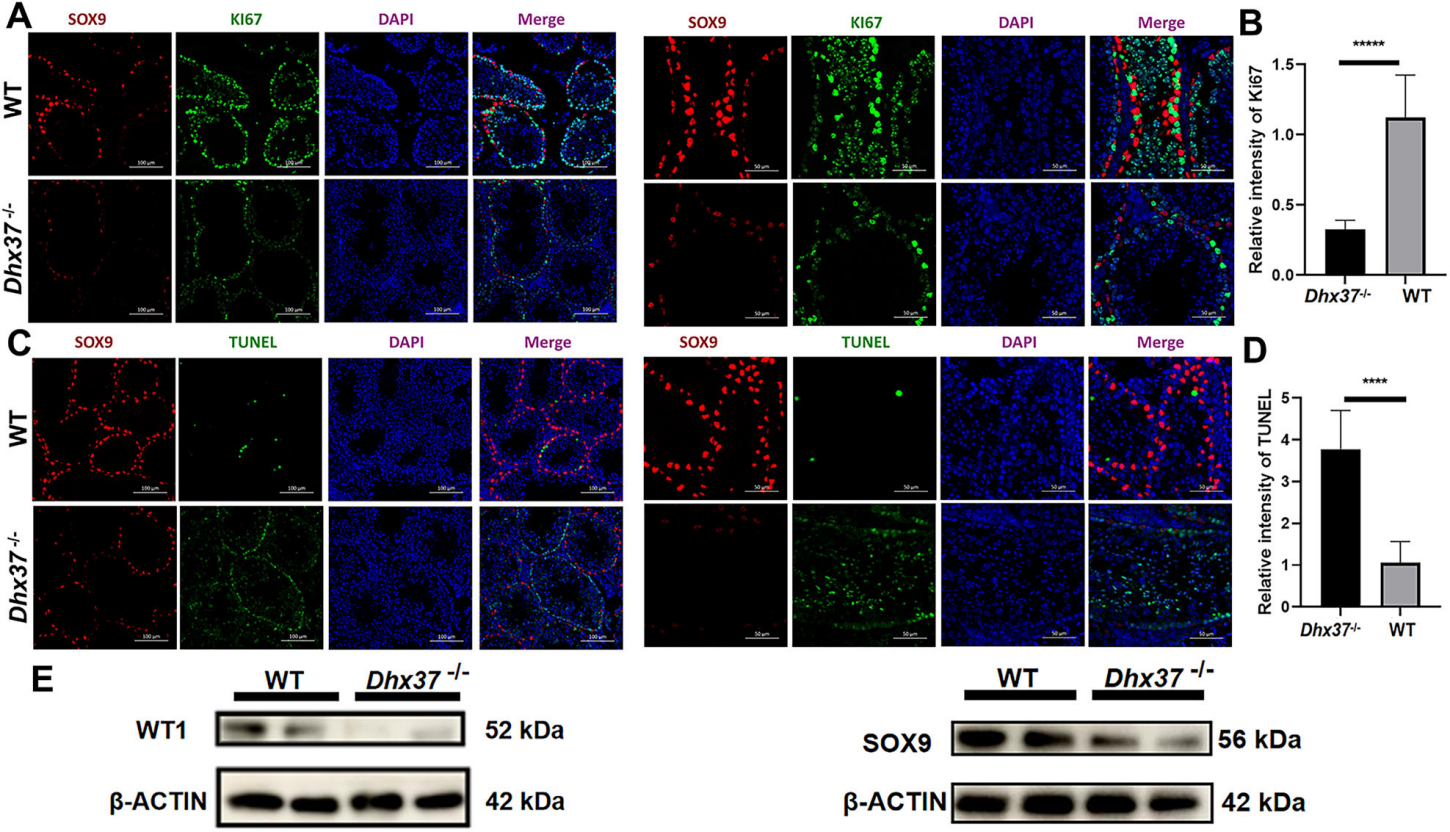
DHX37 loss in cells diminishes proliferative activity and enhances apoptosis in adult testes. **A** Immunofluorescence of adult (P60) testis sections stained for SOX9 (red, Sertoli-cell nuclei), KI67 (green, proliferating cells) and DAPI (blue). *Dhx37*^−/−^ tubules show a marked reduction of KI67-positive cells compared with WT controls. Scale bars, 100 μm (left sub-panel) and 50 μm. **B** Quantification of KI67 fluorescence intensity per tubule (mean ± SD; n = 3 mice per genotype). ****P < 0.0001, two-tailed unpaired Student’s *t* test. **C** TUNEL assay (green) combined with SOX9 immunostaining (red) demonstrates a pronounced increase in apoptotic cells in *Dhx37*^−/−^ testes. Scale bars as in (**A**). **D** Quantification of TUNEL signal (mean ± SD; n = 3 mice per genotype). ****P < 0.0001, two-tailed unpaired Student’s *t* test. **E** WB analysis of whole-testis lysates from adult WT and *Dhx37*^−/−^ males. Levels of the Sertoli-cell markers WT1 and SOX9 are reduced in *Dhx37*^−/−^ testes. β-ACTIN served as a loading control.

### *Dhx37* deletion results in the depletion disorganized distribution of adhesion factors

To define the identity and developmental hierarchy of Sertoli cells and their differentiating progenies, we applied trajectory analysis using Monocle 2. 

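A position for each of the 511 Sertoli-like nuclei was taken from the first component of a diffusion map, computed without the genes that the paper names along its trajectory. Positions are ranks from 0 to 1, turned so that they rise with the UMI count of the nucleus, since the paper's text does not name the root. The mean position was 0.756 in WT replicate 1, 0.694 in WT replicate 2, 0.339 in *Dhx37*-/- replicate 1 and 0.542 in *Dhx37*-/- replicate 2. This gave 0.725 ± 0.0445 in WT and 0.440 ± 0.143 in *Dhx37*-/- (SD, n = 2; exact permutation test, p = 0.33), with both *Dhx37*-/- libraries below both WT libraries. Across nuclei, the position had a rank correlation of 0.463 with the UMI count. The difference was -0.284 (*Dhx37*-/- minus WT). The order of nuclei moved with the settings. Positions taken after thinning to 1000 UMIs, which kept 483 nuclei, had a rank correlation of -0.0564 with the first ones, and those with 30 PCs one of -0.0440. Their own rank correlation with the UMI count was 0.0732 and 0.0353, so the direction of these 2 axes is close to arbitrary, and the sign of a difference along them (0.0991 and 0.0834) is not read. A single axis of this kind gives no branching point.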

The results revealed the developmental order of the pseudotime trajectories with one branching point (Fig. 8A). We then examined changes in gene expression along the Sertoli cell trajectory to identify cell type signatures and candidate genes related to cell fate transitions (Fig. 8B). By analyzing cell-type-specific gene expression patterns, we identified genes and pathways enriched in Sertoli cells at early, middle, and late stages of development (Fig. 8C). The mature Sertoli-cell cluster showed strong expression of lineage-and barrier-associated transcripts, including *Trp73* and *Actn4*, with abundant ribosomal and cell-cycle genes (*Rpl19*, *Rps3a1*, *Cdk7*, *Ppm1d*). In addition, several regulators of tight-junction dynamics and apoptosis were upregulated, *notably Pip5k1b*, *Tjp1*, *ROCK2*, *RhoA*, *Actg1*, *Cycs*, and the adhesion receptor *Neo1*, implying intensified junctional remodeling and stress signaling under *Dhx37* deficiency. By contrast, cells occupying the early pseudotime branch were enriched for genes related to proliferation and adhesion, such as Rpl6, Map2k7, Ctnnb1, Pdgfd, Vav3, Cntnap2, Sesn3, Actb, and Cftr. 

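Along the position of Sertoli-like nuclei, *Cdk7* had a rank correlation of 0.354 across nuclei of all libraries and *Actn4* one of 0.214. The mean positions of the libraries differ, and the mean of the rank correlations within libraries was 0.384 and 0.210. It was -0.136 for *Ppm1d*, 0.107 for *Rps3a1* and -0.0754 for *Rpl19*, against 0.0133, 0.00620 and -0.0338 across all nuclei. With 30 PCs, where the direction of the axis is close to arbitrary, *Cdk7* (-0.150) and *Actn4* (0.149) had opposite signs across all nuclei. *Trp73* had a UMI in 7 nuclei, too few to place. Nuclei are not independent replicates. Between genotypes, *Trp73* had 3 and 4 UMIs in the WT libraries (6.02 and 33.0 CPM) and 3 and 2 in the *Dhx37*-/- libraries (2.42 and 0.961 CPM). Both *Dhx37*-/- libraries thus lay below both WT libraries, but *Trp73* had too few counts and was not tested. The other 5 genes had log2 fold changes between -0.64 (*Ppm1d*, standard error 0.32, edgeR adjusted p = 0.704) and 0.55 (*Rpl19*, standard error 0.44, edgeR adjusted p = 0.809). WT replicate 2 lay above both *Dhx37*-/- libraries for *Actn4*, *Rpl19* and *Rps3a1*, and both WT libraries did for *Ppm1d*. Free RNA accounted for an estimated 46.7% of the counts of *Rpl19*, 50.2% of those of *Rps3a1* and 36.2% of those of *Ppm1d*.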

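In Sertoli-like nuclei all 7 of these genes had a higher estimate in *Dhx37*-/-. *Cycs* had 27.2 and 17.3 CPM in the WT libraries (13 and 2 UMIs) and 76.8 and 61.8 CPM in the *Dhx37*-/- libraries (90 and 123 UMIs). Its log2 fold change was 1.46 (standard error 0.41, edgeR adjusted p = 0.577 over all genes tested). Adjusted over the list alone, *Cycs* had an edgeR adjusted p of 0.0289 and was the only gene of the 7 under 0.05, on a list that the study drew from these libraries. *Actg1* had a log2 fold change of 0.80 (standard error 0.39, edgeR adjusted p = 0.683), with 43.9 and 86.6 CPM in the WT libraries and 113 and 81.4 CPM in the *Dhx37*-/- libraries, and free RNA accounted for an estimated 37.6% of its counts. The log2 fold changes of *Rhoa* (0.27), *Rock2* (0.23), *Tjp1* (0.21), *Pip5k1b* (0.13) and *Neo1* (0.02) were each smaller than their standard errors, which lay between 0.28 and 0.31. Both *Dhx37*-/- libraries lay above both WT libraries for *Cycs*, *Rhoa* and *Rock2*. The rank correlation with the trajectory position across nuclei of all libraries was positive for 5 of the 7 genes (median 0.220), from -0.104 for *Actg1* to 0.351 for *Pip5k1b*. The mean of the rank correlations within libraries was positive for 6, with 0.0625 for *Actg1* and the lowest value for *Cycs* (-0.0105). Across all nuclei the largest rank correlation was that of *Tjp1* with 30 PCs (0.636) and after thinning (0.533).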

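Among these 9 genes, 6 had a negative rank correlation with the position across Sertoli-like nuclei of all libraries (median -0.0489), from -0.193 for *Cftr* to 0.127 for *Ctnnb1*. The mean of the rank correlations within libraries was negative for 6 as well, though positive for *Rpl6* (0.0335) and negative for *Map2k7* (-0.0103), against -0.00796 and 0.0185 across all nuclei. Between genotypes, 6 had a lower and 3 a higher estimate in *Dhx37*-/-, and 4 were at an unadjusted p under 0.05. *Pdgfd* had 33.5 and 34.6 CPM in the WT libraries (16 and 4 UMIs) and 12.8 and 6.53 CPM in the *Dhx37*-/- libraries (15 and 13 UMIs). Its log2 fold change was -1.87 (standard error 0.56, edgeR adjusted p = 0.632). *Vav3* and *Cntnap2* had log2 fold changes of -1.45 and -1.05 and were lower in each *Dhx37*-/- library than in each WT library. *Actb* was higher in each *Dhx37*-/- library than in each WT library, with a log2 fold change of 0.96 (standard error 0.37, edgeR adjusted p = 0.665). Adjusted over the list alone, the smallest edgeR adjusted p of the 9 was 0.0554. *Rpl6* (0.66), *Sesn3* (0.17), *Ctnnb1* (-0.07), *Map2k7* (-0.40) and *Cftr* (-0.70) overlapped between the genotypes or rested on few counts, and *Sesn3* had no UMI in WT replicate 2. Free RNA accounted for an estimated 40.5% of the counts of *Pdgfd*, 48.8% of those of *Vav3*, 32.4% of those of *Cntnap2* and 34.4% of those of *Actb*. These 9 genes and the 54 others fixed as named genes gave 54 tested genes in all, 10 of them at an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05 in edgeR either over all genes or adjusted over the list alone (smallest 0.0743).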

Because both the abundance and functional competence of Sertoli cells govern the stability of adhesion complexes within the seminiferous epithelium, these transcriptional shifts are likely to compromise junction integrity and, consequently, spermatogenesis.

**Fig. 8:**
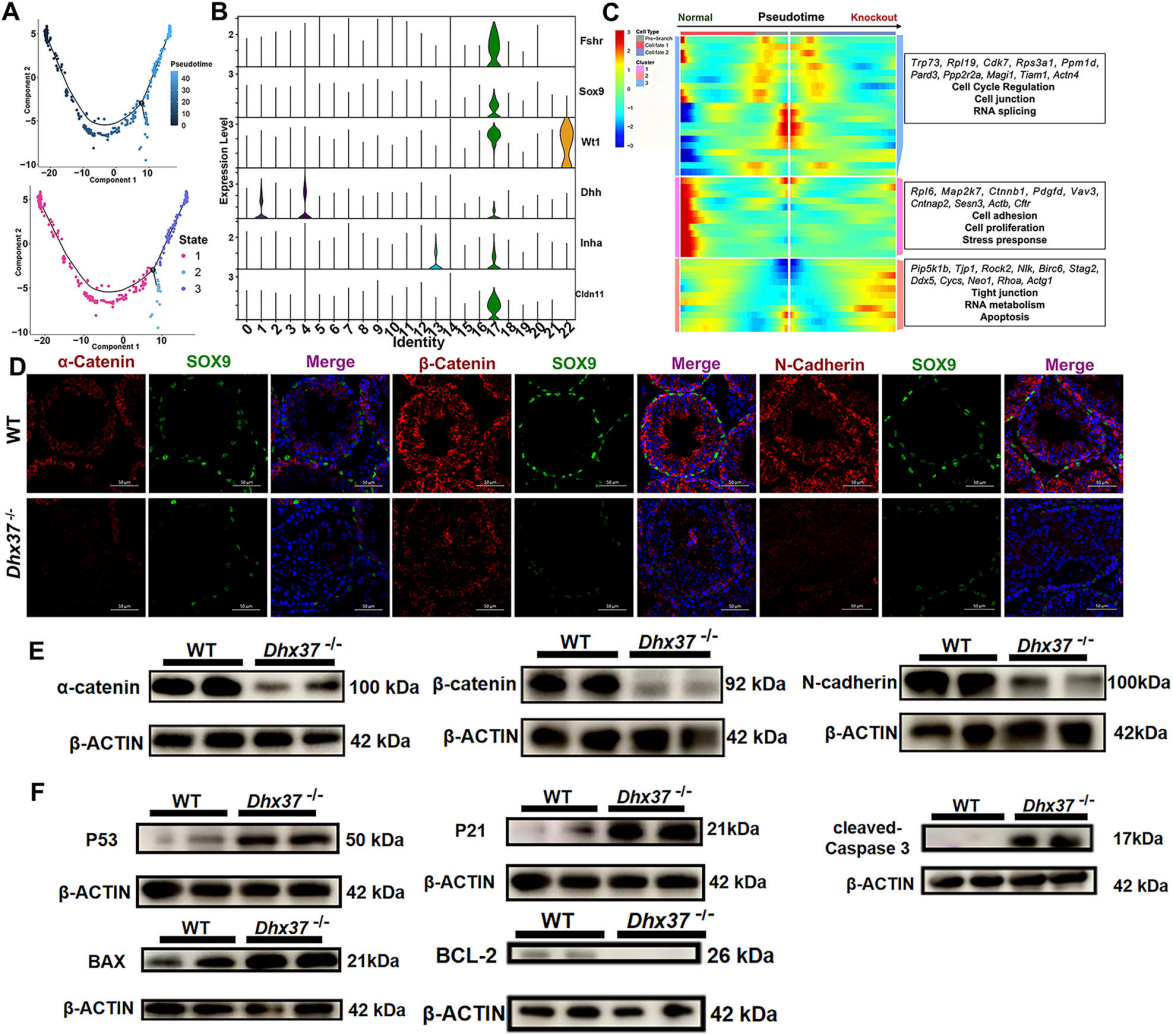
*Dhx37* deletion results disorganized distribution of adhesion factors and apoptosis. **A** Trajectory analysis of Sertoli cells using Monocle 2 revealed a pseudotime trajectory with one branching point, indicating distinct developmental states. **B** Expression dynamics of selected lineage- and adhesion-associated genes along the Sertoli cell trajectory. **C** Heatmap showing gene expression programs across pseudotime in wild-type (normal) and *Dhx37* knockout Sertoli cells, highlighting enrichment of cell cycle, adhesion, junctional remodeling, stress response, and apoptosis pathways. **D** Immunofluorescence staining of α-catenin, β-catenin, and N-cadherin (red) in combination with the Sertoli cell marker SOX9 (green) demonstrated disrupted adhesion molecule localization and reduced Sertoli cell numbers in *Dhx37*^−/−^ testes compared to WT. **E** Western blot analysis confirmed significant down-regulation of α-catenin, β-catenin, and N-cadherin in *Dhx37*^−/−^ testes relative to WT. **F** Western blot detection of apoptotic signaling components showed up-regulation of p53 and p21, and increased levels of pro-apoptotic markers BAX and cleaved caspase-3, alongside reduced BCL-2 in *Dhx37*^−/−^ Sertoli cell.

*Dhx37*^−/−^ mice exhibit reduced testicular mass, infertility, and altered Sertoli cell function. We examined three key cell adhesion factors (α-catenin, β-catenin, and N-cadherin) and found that their distribution was disrupted, adversely affecting the spermatogenic microenvironment. In WT mice, Sertoli cells, identified by SOX9 immunostaining, were extensively distributed along the periphery of the seminiferous tubules (Fig. 8D). In contrast, *Dhx37*^−/−^ testes showed a significant decrease in Sertoli cell populations within the seminiferous tubules (Fig. 7A–D). These findings collectively suggest that *Dhx37* knockout disrupts not only the proliferation of Sertoli cells but also alters the typical distribution of cell adhesion molecules associated with Sertoli cells, impairing the structural integrity of the seminiferous tubules. Western blot analysis provided molecular confirmation of the structural and survival defects observed in *Dhx37*^−/−^ testes. Junctional proteins α-catenin, β-catenin, and N-cadherin were markedly down-regulated relative to WT (Fig. 8E), indicating destabilization of Sertoli-cell adhesion complexes. In parallel, components of the p53 apoptotic cascade were robustly activated: p53 and its downstream effector p21 were up-regulated, while the pro-apoptotic markers BAX and cleaved caspase-3 accumulated (Fig. 8F). Together, these data demonstrate that loss of DHX37 compromises Sertoli-cell junction integrity and triggers a p53-dependent apoptotic program, thereby exacerbating testicular degeneration and infertility.

### *Dhx37* deficiency leads to nucleolar stress

Immunostaining for the nucleolar protein fibrillarin (Fbl), a marker of intact nucleoli, revealed a marked decrease in *Dhx37*^−/−^ testis tissues, indicating nucleolar disruption (Fig. 9A). Loss of nucleolar integrity triggered nucleolar stress, activating pro-apoptotic signaling. To confirm the effect of *Dhx37* knockout on nucleolus structure, TEM was conducted on testes from *Dhx37*^−/−^ and WT mice. *Dhx37* deficiency caused nucleolar fragmentation, rupture, and marked size reduction in Sertoli cells (Fig. 9B). Taken together, our data indicate that loss of *Dhx37* elicits nucleolar stress, which in turn promotes apoptosis and reduces the Sertoli-cell population.

**Fig. 9:**
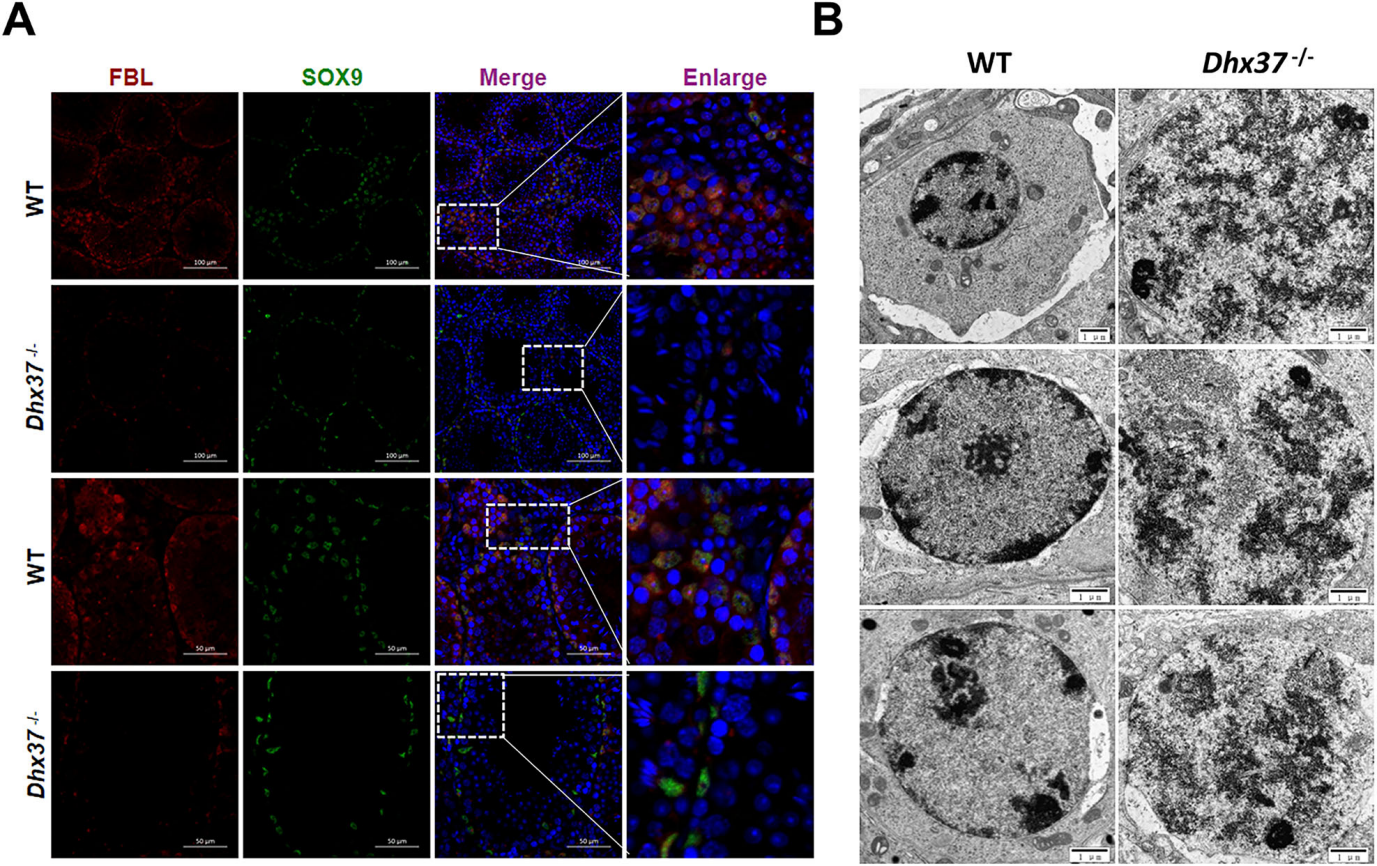
*Dhx37* loss elicits nucleolar stress in Sertoli cells. **A** Immunofluorescence staining of adult (P60) testis sections for the nucleolar marker fibrillarin (FBL, red) and the Sertoli-cell nuclear marker SOX9 (green). Nuclei were counter-stained with DAPI (blue). Right-hand columns show boxed areas at higher magnification. Scale bars, 50 µm. **B** TEM images of Sertoli-cell nuclei. WT nucleoli exhibit the typical tripartite architecture with electron-dense fibrillar surrounded by granular components, whereas *Dhx37*^−/−^ nucleoli appear fragmented, ruptured and markedly reduced in size. Scale bars, 1 µm.

## Discussion

*DHX37* is a kind of RNA helicase that participates in RNA metabolism. It binds to U3 small nucleolar ribosomal RNA (snoRNA) and is essential for ribosome assembly, contributing critically to the maturation of the eukaryotic small ribosomal subunit [16]. Previous studies indicate that *DHX37* is involved in nervous system development and promotes hepatocellular carcinoma cells [23, 24]. Moreover, *DHX37* modulates NF-κB signaling during the anti-tumor immune response [25]. In 2019, a genetic study screened 145 patients with 46, XY DSD, including those with 46, XY gonadal hypoplasia, 46, XY testicular regression syndrome, and severe hypospadias. Pathogenic missense variants in *DHX37* were identified in 13 patients, and statistical analysis demonstrated their significant enrichment in the 46, XY DSD cohort. This study established *DHX37* as the causative gene for 46, XY DSD for the first time [26]. To date, no animal models with gonad-specific *DHX37* deficiency have been reported, and data on *DHX37* expression in human or murine gonads remain limited.

This study combines integrative analyses of public single-cell datasets with RIP-seq and loss-of-function experiments to expand our understanding of *Dhx37* in testicular biology. Three principal insights emerge. *Dhx37* is a ubiquitously expressed helicase in the testis. Single-cell transcriptomes from P3.5 mouse testes reveal that *Dhx37* is detectable in virtually somatic and germ-cell clusters, yet never reaches the transcript intensities of canonical lineage markers, such as Amh or Star. Its expression trajectory mirrors that of the germ-cell factor Dazl rather than the meiosis-restricted Sycp3, indicating that *Dhx37* supports early, lineage-independent program rather than stage-restricted events, such as meiosis.

Additionally, *Dhx37* safeguards ribosome biogenesis and pro-survival signaling in Sertoli cells. RIP-seq of TM4 Sertoli cells shows that *Dhx37* binds mRNAs enriched for focal adhesion, tight junction, and PI3K–Akt pathways, all of which are indispensable for Sertoli–Sertoli and Sertoli–germ cell communication. When *Dhx37* is acutely depleted, we observe a broad collapse of nucleolar and ribosomal gene sets, the selective downregulation of three p53-sensitizing ribosomal protein genes, Rps14, Rps27, and Rpl22 (Supplementary Fig. 1C). Such assembly defects are expected to liberate “free” RPL11 and RPL23 at the protein level, thereby engaging the canonical RPL11–MDM2–p53 nucleolar-stress axis and driving a pro-apoptotic transcriptional response. Concomitantly, key PI3K–Akt components (Pik3r2, Mdm2, Bcl2) are suppressed, amplifying p53 activity and apoptosis. These findings support the emerging view that *DHX37*-linked DSD is a “ribosomopathy” in which ribosome stress drives p53-mediated cell death in pre-Sertoli cells [12, 27, 28]. *Dhx37* loss reprograms alternative splicing, broadening its mechanistic footprint. Nearly one thousand significant AS events—dominated by skipped exons and retained introns—emerge after *Dhx37* knockdown, many of which are located in genes governing cell-cycle checkpoints and DNA damage responses. Because DEAH-box helicases remodel pre-mRNA–spliceosome complexes, these data reinforce *DHX37*’s dual role in ribosome assembly and spliceosome dynamics.

The SRY gene on the Y chromosome initiates the transcriptional program that converts bipotential somatic precursors into Sertoli cells, thereby driving the formation of fully differentiated testicular tissue [29]. Prior to puberty, Sertoli cells predominate in testicular tissue. With pubertal onset, testicular growth accelerates, spermatogonia enlarge, and sperm output rises sharply [30]. The total number of Sertoli cells determines the ultimate capacity for sperm production. Although testicular organogenesis proceeds in the absence of germ cells, spermatogenic cell development is entirely dependent on supporting somatic cells [31]. Overall, the reduced testis-to-body mass ratio, lower circulating testosterone, and diminished sperm counts observed in *Dhx37*^−/−^ mice point to intrinsic Sertoli-cell dysfunction as the underlying cause.

At the organ level, *Dhx37*^−/−^ mice displayed lower testis-to-body mass ratios and reduced sperm counts. At the cellular level, Sertoli and germ cell numbers were markedly diminished. To reconstruct intrinsic developmental trajectories of germ-cell sub-populations, we applied scVelo to the snRNA-seq analysis pipeline [32]. Velocity-based Markov-chain simulations showed that WT germ cells possess highly coherent RNA-velocity vectors converging on a single differentiation endpoint. However, the conditional knockout mice’s germ cells diverged toward novel endpoints, indicating a disruption of the transcriptional program by *Dhx37* loss. RNA velocity analysis revealed a profound re-orientation of gene expression vectors upon *Dhx37* deletion, underscoring *Dhx37* as a pivotal stabilizer of spermatogenesis. During spermatogenesis, *Dhx37* ablation thus compromises transcriptional fidelity in spermatocytes, potentially leading to reduced sperm quality and function*. Dhx37* deletion caused strong fluctuations in gene expression in spermatocytes, particularly between round and elongated spermatocytes. This fluctuation indicates a disruption of gene expression homeostasis during spermatogenesis, which in turn affects the efficiency and stability of spermatogenesis. Consequently, heightened transcriptional noise may impair accurate genetic information transfer, ultimately compromising sperm functionality.

Immunofluorescence assays markedly increased apoptosis and diminished proliferation among testicular germ cells in *Dhx37*^*−/−*^. qRT-PCR analysis corroborated these findings by demonstrating the upregulation of canonical apoptotic mediators, and Western blotting further verified activation of the p53 signaling cascade. We hypothesized that heightened germ-cell apoptosis, together with Sertoli-cell attrition, disrupts the testicular extracellular matrix and compromises the blood–testis barrier (BTB), ultimately depleting the germ-cell pool [33]. Trajectory analysis delineated a single bifurcating lineage for SC maturation (Fig. 8A–C). Mature SCs were characterized by high levels of *Trp73* and *Actn4*, together with housekeeping ribosomal transcripts (*Rpl19*, *Rps3a1*) and DNA-damage regulators (*Cdk7*, *Ppm1d*). Genes central to BTB architecture—*Tjp1*, *RhoA*, *Actg1*—and mitochondrial apoptosis mediator *Cycs* were also up-regulated, underscoring intensified junctional remodeling and stress signaling in *Dhx37*-deficient cells.

Cells at the early pseudotime exhibited enrichment of *Map2k7*, *Ctnnb1*, *Pdgfd*, *Vav3*, *Cntnap2*, *Sesn3*, *Actb*, and *Cftr*, genes that coordinate proliferation, cytoskeletal assembly, and adhesion. As SC number and junction integrity dictate the spermatogenic niche, the concomitant loss of SCs, mislocalization of α-/β-catenin and N-cadherin, and activation of a p53–BAX–cleaved-caspase-3 axis in *Dhx37*^−/−^ testes (Fig. 8D–F) provide mechanistic support for the observed testicular atrophy and infertility [34]. *Dhx37* defects result in BTB dysfunction, erosion of tight and adherens junctions, and progressive seminiferous-tubule atrophy, culminating in reduced testicular mass. BTB disruption affects multiple steps of spermatogenesis, resulting in restricted development and differentiation of spermatogonia, spermatocytes, and spermatids, as well as reduced spermatid numbers [35]. Enhanced death of spermatogonia and spermatocytes further depresses total sperm numbers. Moreover, the loss of supportive Sertoli-cell function limits nutrient supply, impairs spermatocyte survival, and exacerbates the decline in sperm production. [36].

DHX37 is essential for rDNA transcription, playing a crucial role in RNA metabolism and maintaining nucleolar stability [37]. Our RIP-seq analysis in Sertoli cells provided the first clue, revealing that DHX37 binds transcripts enriched in pathways critical for cell survival (PI3K-Akt) and death (p53 signaling, apoptosis). The subsequent RNA-seq and alternative splicing analysis upon Dhx37 knockdown unveiled a profound transcriptional crisis. The concerted collapse of nucleolar- and ribosome-related pathways, together with the selective down-regulation of the p53-sensitizing ribosomal-protein genes Rps14, Rps27, and Rpl22 (Supplementary Fig. 1C), is highly indicative of nucleolar stress—a state that is classically accompanied by the release of “free” RPL11 and RPL23, which then engage the RPL11-MDM2-p53 checkpoint.

To determine whether *Dhx37* defects in Sertoli cells perturb the nucleolus, we found that the number of Fbl labeling was significantly reduced in the *Dhx37*^−/−^ groups [28]. Additionally, TEM detected that the nucleolus structure of Sertoli cells appeared markedly. We propose a coherent model that *DHX37* deficiency disrupts ribosome biogenesis, leading to nucleolar stress and the release of free ribosomal protein RPL11. This activates the classic RPL11-MDM2-p53 surveillance axis [38]. Our data support this pathway: MDM2 is downregulated, leading to the stabilization and transcriptional activation of p53, which in turn upregulates its target genes p21 and the pro-apoptotic effector Bax, while downregulating the survival factor Bcl2 [39]. The disruption of the BTB results in structural damage to and atrophy of the seminiferous tubules, severely affecting spermatogenesis [40]. The result is reduced testicular volume and impaired reproductive development.

The crumpled nucleolar structures in Sertoli cells highlight *Dhx37*’s critical role in nucleolar maintenance. Loss of *Dhx37* is a previously unappreciated axis that links ribosome biogenesis in Sertoli cells to blood-testis barrier integrity and, ultimately, germ cell survival. Consequently, fibrillarin staining and TEM demonstrate gross nucleolar fragmentation in *Dhx37*-deficient Sertoli cells, a hallmark of nucleolar stress. Under nucleolar stress, nucleolar reorganization leads to the redistribution of ribosomal proteins, such as RPL5 and RPL11, and RNA species, including 5S rRNA, into the nucleoplasm [41]. Western blots confirm the stabilization of p53, and both modalities document the robust upregulation of p53 effectors (Cdkn1a/p21, Bax, cleaved caspase-3). The ensuing apoptotic wave explains the striking loss of SOX9-positive Sertoli cells and TRA98-positive germ cells in vivo. At the same time, *Dhx37* deficiency quenching of the pro-survival PI3K–Akt pathway (↓PIK3R2, ↓MDM2) creates a molecular climate in which p53-driven death decisively outweighs compensatory cues (graphical abstract). This redistribution disrupts MDM2’s ability to ubiquitinate p53, leading to p53 stabilization and the subsequent induction of cell cycle arrest or apoptosis through the activation of genes, such as *p21*, *PUMA*, *BIM*, and *NOXA* [42]. The activation of the NF-κB pathway is also a crucial component of the nucleolar stress response [43].

In the absence of *Dhx37*, the breakdown of nucleolar structures and reduction in intact nucleoli in Sertoli cells induce nucleolar stress, resulting in *p53* stabilization, up-regulation of *p21*, cell cycle arrest, and cell death. This mechanistic link aligns with similar observations in other genetic conditions [44]. Nucleolar stress in Sertoli cells reverberates beyond apoptosis. Downregulation and mislocalization of α- and β-catenin, as well as N-cadherin, undermine blood-testis barrier architecture [45]. Similarly, in Diamond-Blackfan anemia (DBA), mutations in ribosomal proteins lead to defects in pre-rRNA processing, altered nucleolar morphology, reduced translation efficiency, and enhanced *p53* stabilization, resulting in the upregulation of *p21* expression and increased apoptosis [46]. *Dhx37* plays a critical role in maintaining this integrity in Sertoli cells, and its disruption leads to significant cellular stress and pathology.

## Conclusions

In this study, we generated the first testis-specific *Dhx37* knockout animal model and observed testicular dysplasia. We identified a critical role for *Dhx37* in testis development and maintenance of nucleolus structure. Genetic defects in *Dhx37* lead to impaired early development of Sertoli cells in the testis.

### Statistical analysis

Sample sizes were determined according to commonly accepted standards in the field and were sufficient to ensure reproducibility of the results. All quantitative analyses were performed under blinded conditions. Animals were allocated to groups based on their genotype (WT or *Dhx37*^−/−^). Within each genotype, individuals were randomly selected for subsequent experiments. The precise sample size (n) for each experimental group is provided in the corresponding figure legends, and no samples or animals were excluded. Normality of the data distribution was assessed using the Shapiro–Wilk test, while homogeneity of variance was examined by Levene’s test. Data meeting these assumptions were expressed as mean ± SD and compared between groups using Student’s *t* test; when assumptions were violated, appropriate nonparametric alternatives were applied. All statistical computations were conducted using R software (version 4.3.2). A two-tailed P value of less than 0.05 was considered to indicate statistical significance.

## Materials and methods

### RNA immunoprecipitation and sequencing RIP-seq

TM4 murine cells (ZQ0091) were expanded under standard conditions and collected at a density of ≈2 × 10⁷ cells per reaction. Pellets were lysed on ice in an equal volume of polysome buffer (100 mM KCl, 5 mM MgCl₂, 10 mM HEPES-KOH pH 7.2, 0.5% NP-40, 1 mM DTT, supplemented with RNase and protease inhibitors). After 5 min on ice, lysates were cleared (15,000 g, 4 °C, 15 min); 40 µL of the supernatant was retained as the input control, and the remainder was used for immunoprecipitation. Protein A/G magnetic beads (100 µL) were equilibrated three times in NT2 buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM MgCl₂, 0.05% NP-40) and incubated for 2 h at 4 °C with 5 µg IP-grade anti-DHX37 antibody (Supplementary Table 3). Bead–antibody complexes were resuspended in 850 µL NT2-based IP mix containing RNase inhibitor, 400 µM ribonucleoside-vanadyl complex, 10 mM DTT, and 0.5 mM EDTA. Cleared lysates were added and rotated for 4 h at 4 °C, followed by five washes in ice-cold NT2. RNA was extracted from beads and from input, converted into strand-specific libraries, and sequenced on an Illumina platform (paired-end).

Raw FASTQ data were trimmed with fastp v0.20.1 and depleted of rRNA reads using SortMeRNA v2.1. Clean reads were aligned to the mouse reference genome (mm10) with HISAT2 v2.1.0. Peaks were called using MACS2 v2.2.7.1 with the input sample as background, visualized in IGV, and annotated with BEDTools v2.29.2. De novo and known motifs were identified with HOMER v4.11.1. For enrichment analysis, read counts within peaks were obtained with featureCounts and normalized with the TMM method in edgeR; differential enrichment was assessed directly between the single DHX37-IP sample and its matched input (P < 0.05, |fold-change| > 1). Transcript abundance was quantified with StringTie, and differential expression was likewise calculated by comparing IP to input in edgeR under the same statistical thresholds. Significantly enriched genes were analyzed for GO terms and KEGG pathways in R using hypergeometric testing.

### RNA interference (RNAi)-coupled RNA-seq in TM4 cells

TM4 cells were maintained in DMEM/F-12 supplemented with 10% foetal bovine serum and 1% penicillin/streptomycin at 37 °C in 5% CO₂. For knock-down, cells at 60–70% confluence were transfected with 50 nM *Dhx37*-targeting siRNA (SIDhx37 group) or non-targeting siRNA (negative control, NC group) using Lipofectamine RNAi MAX (Thermo Fisher) according to the manufacturer’s protocol. Forty-eight hours post-transfection, ~3 × 10⁶ cells per biological replicate (n = 3 per group) were harvested by scraping on ice and pelleted at 500 × *g* for 5 min.

Total RNA was isolated with TRIzol™ Reagent (Invitrogen) and quantified on a NanoDrop ND-1000. First-strand cDNA was synthesized with SuperScript II Reverse Transcriptase (Invitrogen), followed by second-strand synthesis in the presence of dUTP using E. coli DNA polymerase I, RNase H (both NEB) and dUTP Solution (Thermo Fisher). After end-repair and A-tailing, Illumina single-index adapters (AMPure XP size selection, target insert 300 ± 50 bp) was ligated. Uracil-containing strands were digested with heat-labile UDG (NEB, M0280).

Expression quantification (FPKM) was performed in StringTie. Differentially expressed mRNAs between SIDhx37 and NC groups were identified with edgeR v3.42.0 (P < 0.05; |fold-change| > 1). Genes meeting these criteria were subjected to Gene Ontology and KEGG pathway enrichment using the R package clusterProfiler with a hypergeometric test (Benjamini–Hochberg-adjusted q < 0.05).

#### Alternative splicing analysis

Raw reads were filtered with Fastp v0.23.4 (phred ≥ 30, length ≥ 36 bp), assessed in FastQC, and aligned to the mouse reference genome (GRCm39, GENCODE vM31) using STAR v2.7.11a in two-pass mode; only uniquely mapped, properly paired reads (MAPQ ≥ 20) were retained. Differential splicing between the SIDhx37 and NC groups (n = 3 each) was identified with rMATS-turbo v4.2.2 (read length = 150 bp, fr-first-strand), which tests five event types—skipped exon, mutually exclusive exon, alternative 5′ and 3′ splice sites, and retained intron. Events with a Benjamini–Hochberg false-discovery rate (FDR) < 0.05 were deemed significant and visualized with rmats2sashimi v2.0. Genes harboring at least one significant event were subjected to GO and KEGG enrichment using clusterProfiler v4.12.0 (q < 0.05), and their overlap with differentially expressed genes was assessed by Fisher’s exact test.

### Generation of *Dhx37* conditional knockout mice

*Dhx37* floxed mice (C57BL/6 based) were generated using CRISPR-Cas technology. *Dhx37*^flox/flox^ mice were then crossed with Amh-Cre transgenic mice to yield *Dhx37*^+/−^ mice. Homozygous conditional knockouts *Dhx37*^−/−^ mice were obtained by mating male mice with *Dhx37*^flox/flox^ females.

### Assessment of fertility

To evaluate the reproductive capabilities and fertility of homozygous *Dhx37*^−/−^ mice, we implemented a standardized mating assay under controlled conditions. Two male *Dhx37*^−/−^ mice, each aged 3 months, were individually housed with two wild-type female mice per cage. Cages were inspected daily for vaginal plugs, and females were subsequently monitored to confirm gestation. The quantity of offspring produced by each mating pair was recorded, providing insight into the fertility impacts of the *Dhx37*^−/−^ genotype.

### Epididymal sperm count

Epididymides from adult *Dhx37*^−/−^ (n = 4) and WT (n = 4) mice were minced in 1 ml 0.9% NaCl, homogenized, and stored at 4 °C for 24 h to release sperm. The homogenate was brought to 1.5 mL with 2% eosin, vortex-mixed, and 10 µL were loaded into a Neubauer hemocytometer. Sperm heads were counted in 25 large squares; the count was multiplied by 10^6^ and by the dilution factor (1.5 ml) to give sperm number per epididymis [47].

### Detection of the serum testosterone levels

Blood was collected from the posterior orbital venous plexus of overnight-fasted 8-week-old mice. Serum testosterone concentrations were quantified using a mouse-specific ELISA kit (Elabscience, E-OSEL-M0003). All assays were performed strictly in accordance with the manufacturer’s guidelines. The kit’s lower limit of detection LODfor testosterone was 0.041 ng mL^−^^1^.

### RNA extraction and quantitative RT-PCR (qRT-PCR)

Total RNA was extracted from mouse testes using the RNAprep Pure Tissue Kit (Tiangen, Cat. DP431). Briefly, 1 μg of total RNA was reverse-transcribed using the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, Cat. RR047A). The reaction mixture for qRT-PCR was prepared as follows: 7.2 μL ddH2O, 10 μL SYBR Premix Ex Taq, 0.4 μL forward primer (10 pmol/μL), 0.4 μL reverse primer (10 pmol/μL), and 2.0 μL template (cDNA/RNA), making a total volume of 20.0 μL. The PCR cycling conditions were as follows: Initial Denaturation: 94 °C for 3 min. Denaturation: 94 °C for 15 s, followed by annealing at 60 °C for 30 s. This step was repeated for 40 cycles. Fluorescence signals were collected at the annealing step (60 °C for 30 s). The relative expression levels of the candidate genes were calculated using the 2^−ΔΔCT^ method. All experiments were repeated three times.

### Isolation of mouse primary Sertoli cells

Seminiferous tubules were dissected, decapsulated, and minced, then incubated at 37 °C for 30 min in 2 mg/mL collagenase IV (Sigma, C5138) and 1 mg/mL DNase I (Beyotime, D7073). After centrifugation (100 × *g*, 1 min, 4 °C) and a PBS wash, the tissue was digested for 20–30 min in 2 mg/mL collagenase I (MCE, 9001-12-1), 1 mg/mL DNase I, and 1 mg/mL hyaluronidase (Yeasen, 20426ES60). A second wash preceded a final 20-min digestion with 2 mg/mL collagenase I, 1 mg/mL DNase I, 2 mg/mL hyaluronidase, and 1 mg/mL trypsin (Sangon, A003702-0100), yielding a suspension enriched for Sertoli cells and type A spermatogonia. Cells were washed with DMEM/F-12, plated in DMEM/F-12 containing 10% fetal calf serum, and cultured at 37  °C in 5% CO₂. After 24 h, residual germ cells were removed by a 2-min hypotonic Tris treatment (20 mM, pH 7.4). Total protein was harvested 3 days later for Western blot analysis [48].

### Immunohistochemistry and H&E staining

Paraffin blocks of mouse testes were sectioned at 5 µm, mounted on SuperFrost Plus slides, and dried at 60 °C for 1 h. Slides were de-waxed in xylene (2 × 10 min) and passed through a descending ethanol series to water. Antigens were unmasked by heating the sections for 7 min in citrate buffer (pH 6.0, 95–100 °C). After endogenous peroxidase was quenched with 3% H₂O₂ (20 min), nonspecific binding was blocked in 5% BSA (30 min, room temperature). Primary antibodies (Supplementary Table S3) were applied overnight at 4 °C. The next day, sections received a biotin-conjugated secondary antibody (1:200, 20 min), followed by HRP-streptavidin and DAB development. Nuclei were counter-stained with hematoxylin, and slides were dehydrated, cleared, and coverslipped. Five random microscopic fields per section were imaged, and staining intensity was scored in ImageJ by an investigator unaware of group assignments.

#### H&E staining

Consecutive paraffin sections were de-paraffinised in xylene and re-hydrated through graded ethanols to distilled water. Slides were immersed in hematoxylin until nuclei appeared blue, briefly rinsed in tap water, then counter-stained with eosin. After dehydration in ascending ethanols and xylene clearing, coverslips were mounted with neutral resin. Representative fields were captured using a Leica bright-field microscope for histological evaluation.

### Immunofluorescent staining

Post-euthanasia, the tissues were immediately excised and fixed in 4% paraformaldehyde (PFA) for an overnight duration. Subsequently, these were embedded and sectioned to a thickness of 3 μm. For permeabilization, the sections underwent treatment with 0.3% Triton X-100 in PBS for 20 min, followed by blocking with 5% BSA in PBS at room temperature for 1 h. The sections were then incubated with specifically diluted primary antibodies, followed by appropriate secondary antibodies. Immunoglobulin G (IgG) served as a negative control for the primary antibody. Nuclear staining was achieved using a final concentration of 1 μg/mL DAPI. Fluorescent images of the stained sections were acquired using confocal microscopy. Quantitative analysis, including the enumeration of gonadotrophoblasts and the measurement of the testicular cross-sectional area, was conducted using ImageJ software.

### Single-nucleus processing and cDNA library preparation

Nuclei were released from P60 mouse testicular cells in Nuclei EZ Lysis buffer (Sigma, NUC-101) supplemented with protease inhibitor (Roche 5892791001) and RNase inhibitors (Promega N2615; Thermo Fisher AM2696) by gentle Dounce homogenization, debris removal (Miltenyi Debris Removal Solution) and filtration through a 20 µm strainer, then resuspended in 1 × PBS/0.07% BSA to 700–1200 nuclei µL^−^^1^. Roughly 8000 nuclei were loaded onto a Chromium controller and processed with the Chromium Single Cell 3′ GEM, Library and Gel Bead Kit v3 (10x Genomics, 1000075) for barcoding, cDNA amplification and library construction. Pooled libraries were size-selected and sequenced on an Illumina NovaSeq 6000 (2 × 150 bp, ≥20000 reads per nucleus). FASTQ files (bcl2fastq v2.20) were processed with Cell Ranger v7.1 against the mm39 reference; nuclei showing 500–5000 genes, ≥500 UMIs, and ≤25% mitochondrial reads were retained. Counts were log-normalized in Seurat v4.4, reduced by PCA (top 10 PCs), clustered with Louvain (resolution 0.5), and visualized by t-SNE. Marker and differential genes (Wilcoxon, adj. p < 0.05) were identified, and GO/KEGG enrichment was analyzed with clusterProfiler.

### Electron microscopy

Immediately after the mice were executed, testicular tissue was extracted and collected in phosphate-buffered saline (PBS). The samples were resuspended in 2.5% glutaraldehyde PBS solution and kept at room temperature for 15 min, incubated on ice for a further 4 h. After three washes with phosphate buffer, the tissues were fixed with 1% OsO_4_ for 40 min. The washed tissue was contrasted with 1% uranyl acetate for 1 h at room temperature and then embedded in 2% purified agar. Agar blocks retaining fixed tissue were dehydrated in a series of different concentrations of ethanol and embedded in epoxy resin. Ultrathin sections (~70 nm) were counterstained with uranyl acetate and lead citrate, and examined using a JEM-1400Flash transmission electron microscope.

## Supplementary information

Suppltal_Fig_WB_originals

SUPPLEMENTARY MATERIAL

## Data Availability

All data generated or analyzed during this study are included in this article and its supplementary information. The RNA-seq and RIP-seq datasets have been deposited in the National Genomics Data Center (NGDC) under accessions CRA030791 and CRA030781, respectively. The validation RNA-seq dataset is available from the GEO under accession GSE309389.

# Supplementary material for: Multi-omics analysis the effects of Dhx37 deficiency on testis development and nucleolar homeostasis
**Source:** Cell Death Discov. 2026 Jan 14;12:77. doi: 10.1038/s41420-025-02875-1

## Supplemental Material – Original Blots

Relevant areas for cropped blots in the main Data figures are shown with red boxes

Fig. 3E

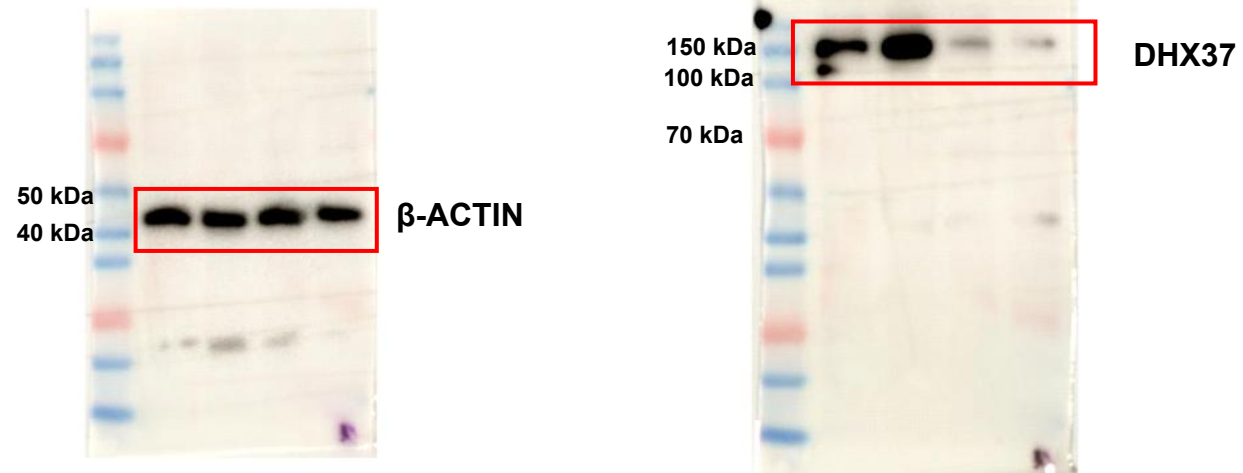

Fig. 5E

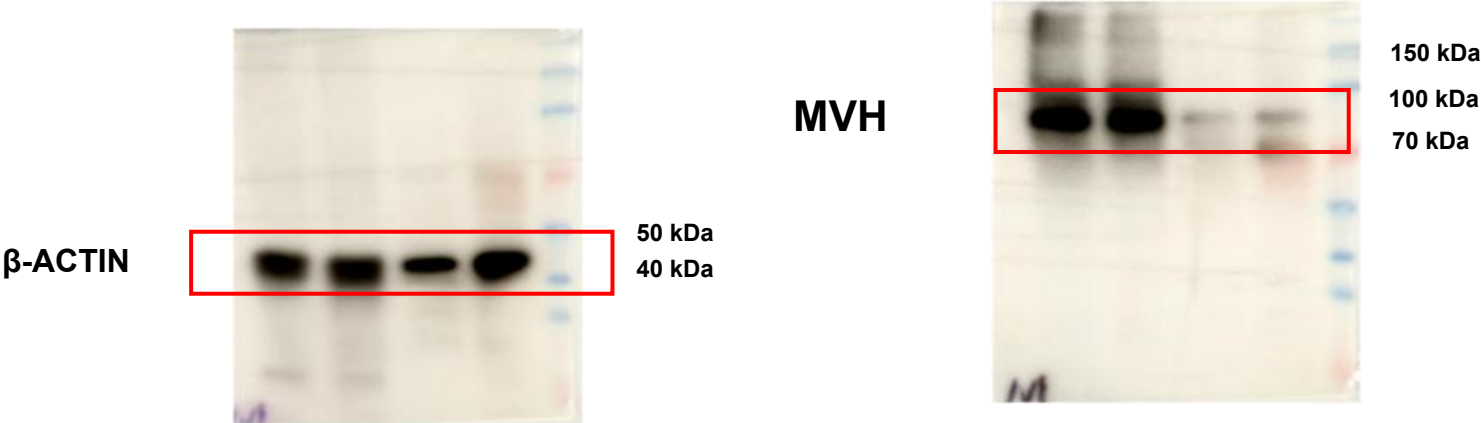

Fig. 5E

$\beta$ -ACTIN

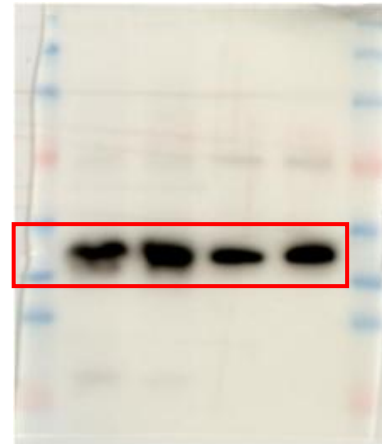

50 kDa  
40 kDa

PLZF

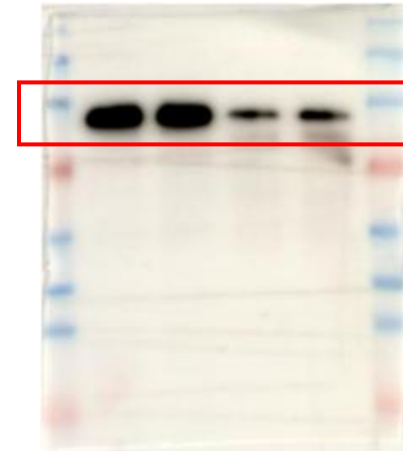

150 kDa  
100 kDa  
70 kDa

Fig. 5E

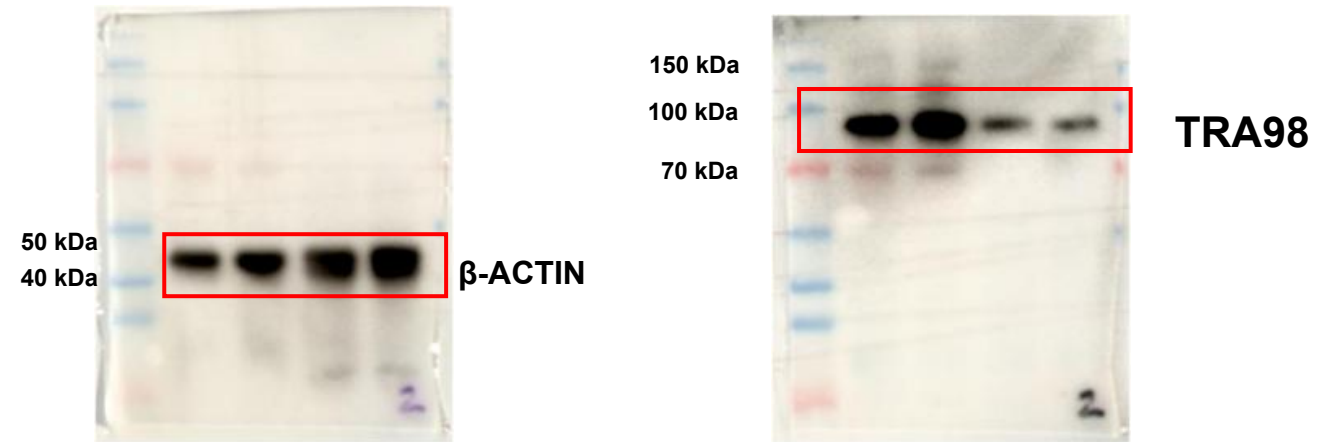

Fig. 7E

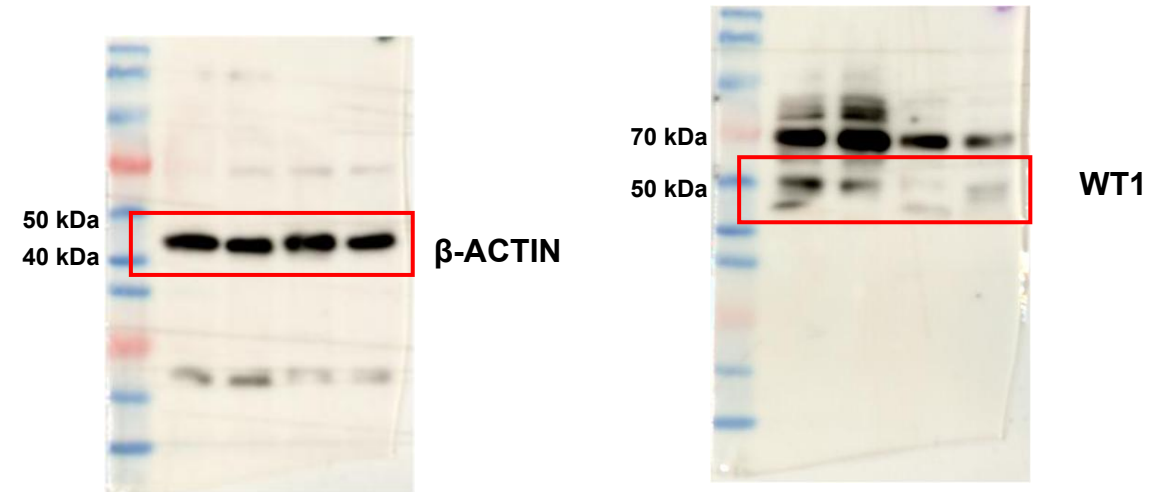

Fig. 7E

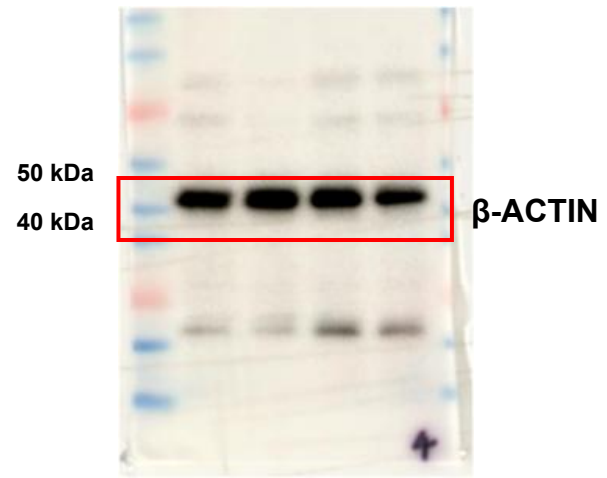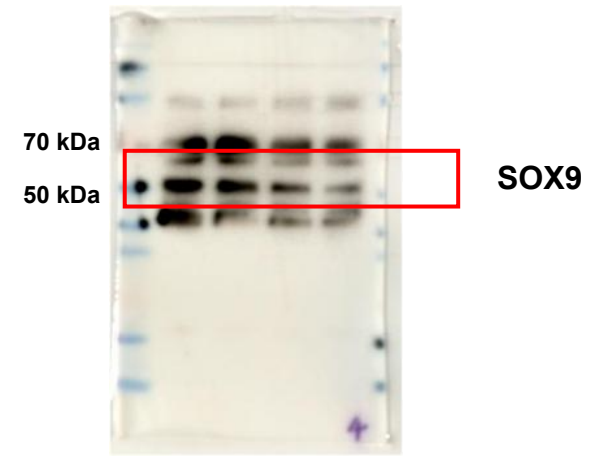

Fig. 8E

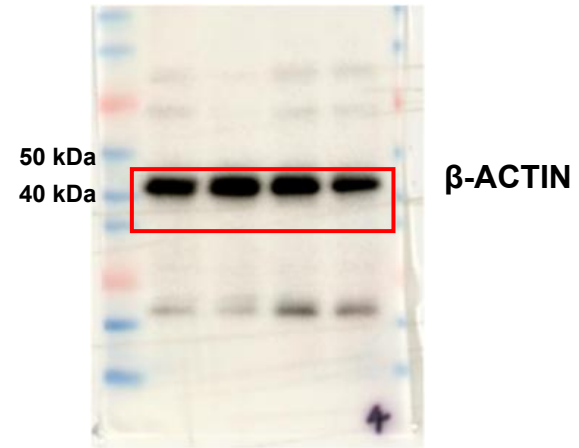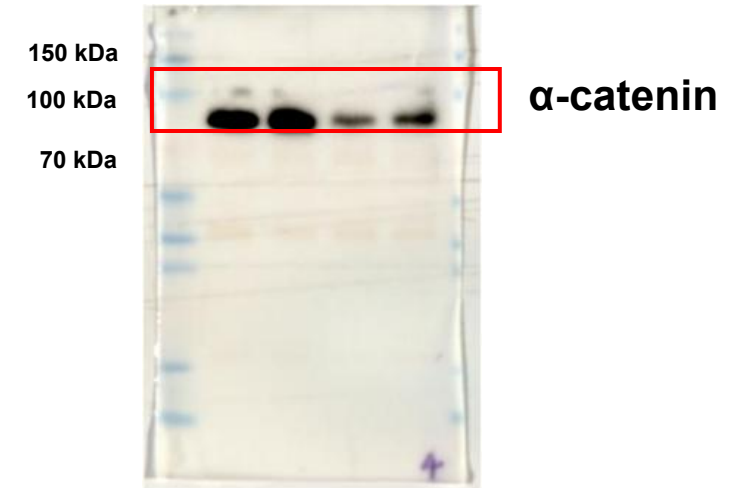

Fig. 8E

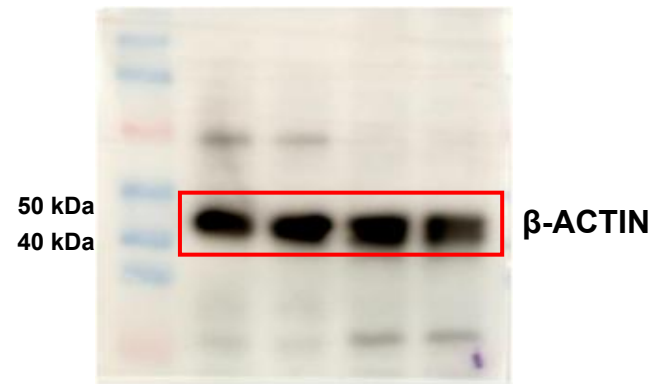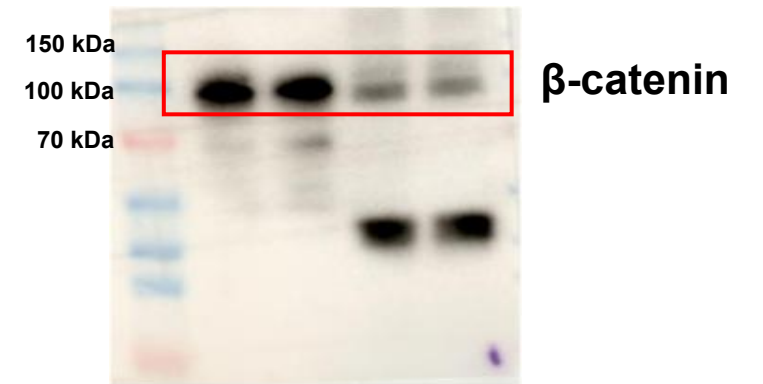

Fig. 8E

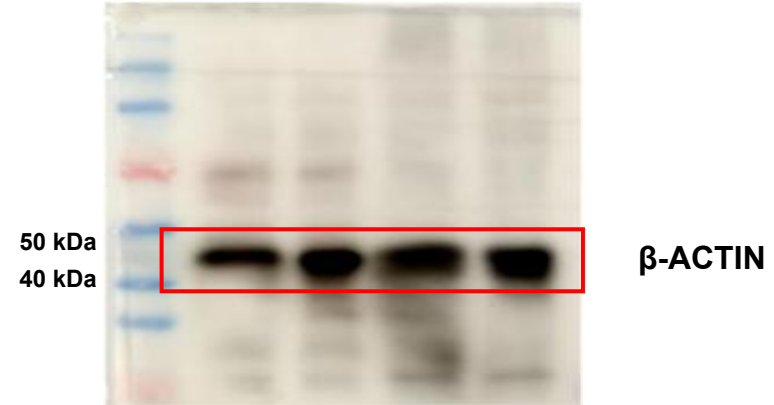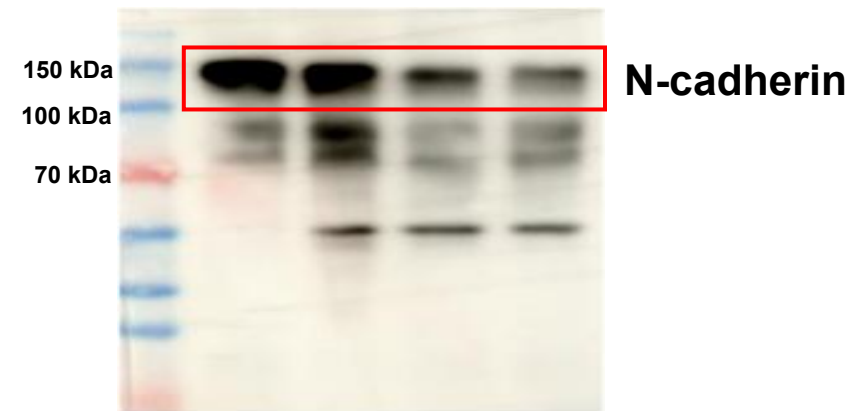

Fig. 8F

$\beta$ -ACTIN

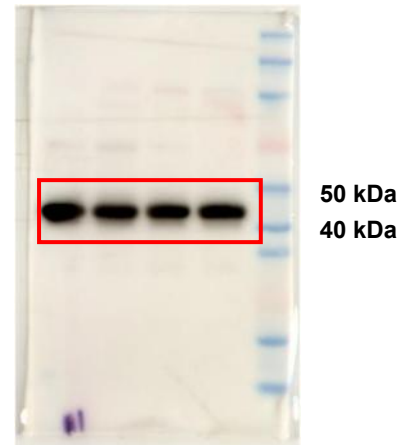

P53

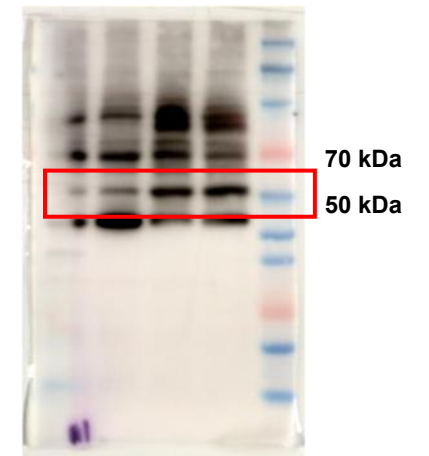

Fig. 8F

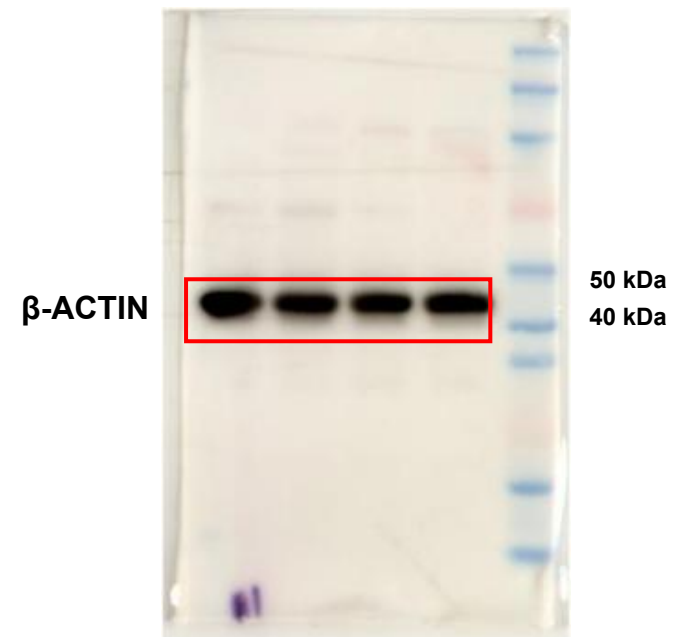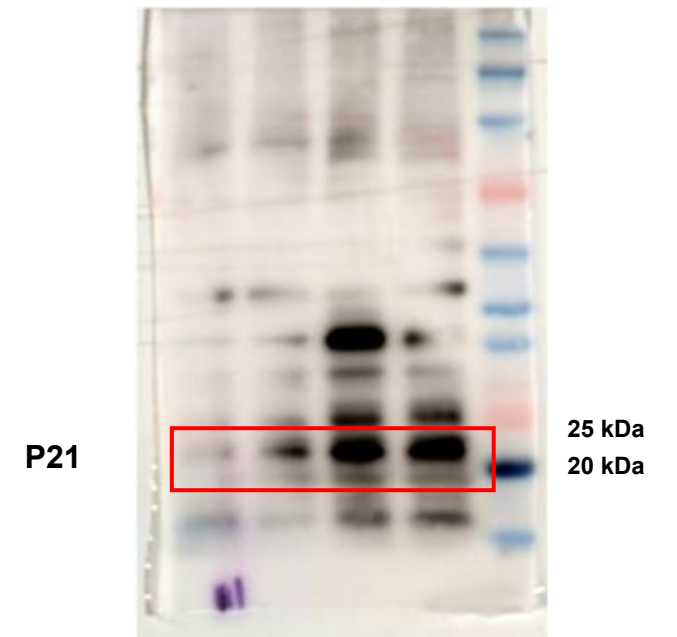

Fig. 8F

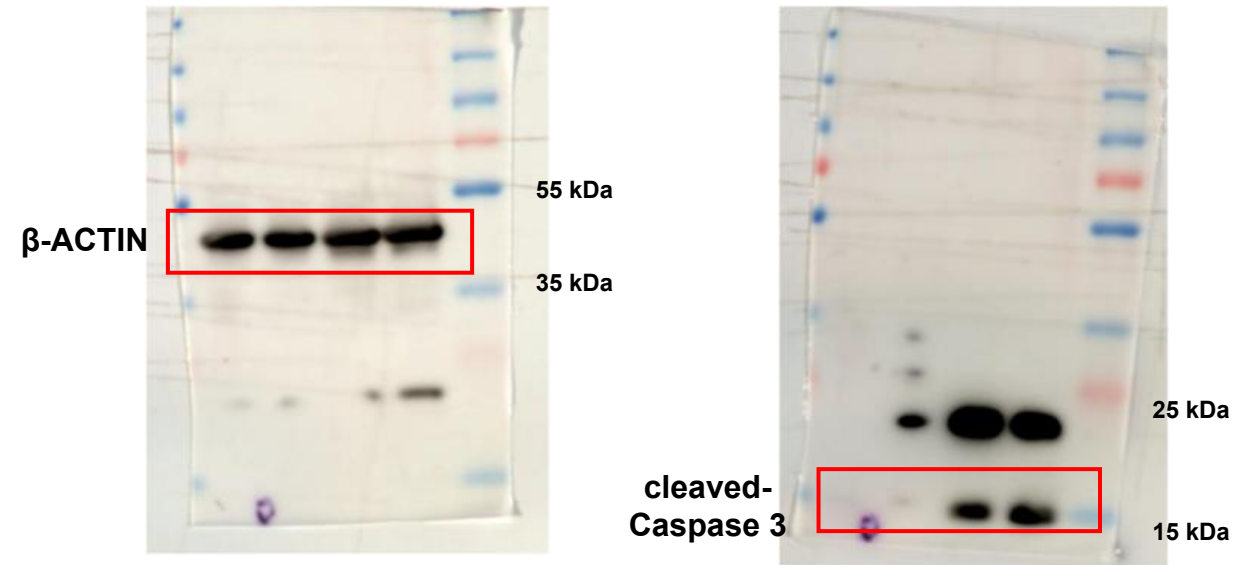

Fig. 8F

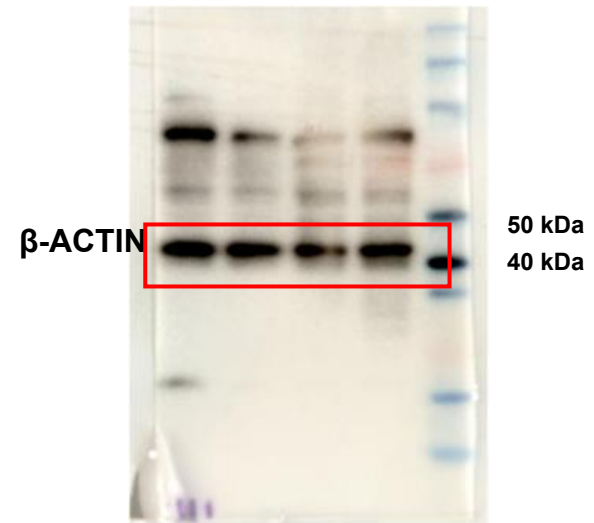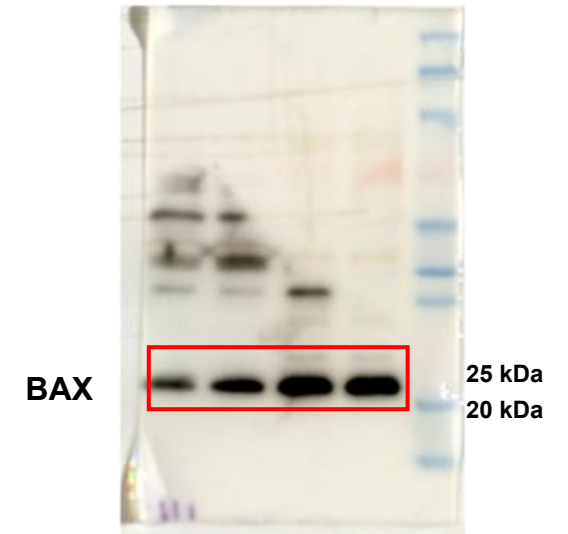

Fig. 8F

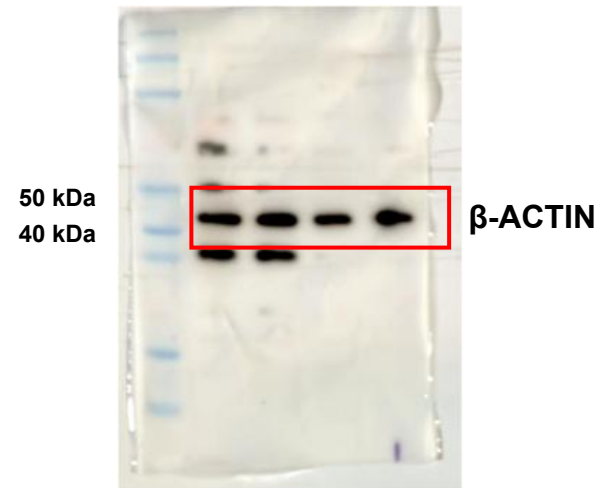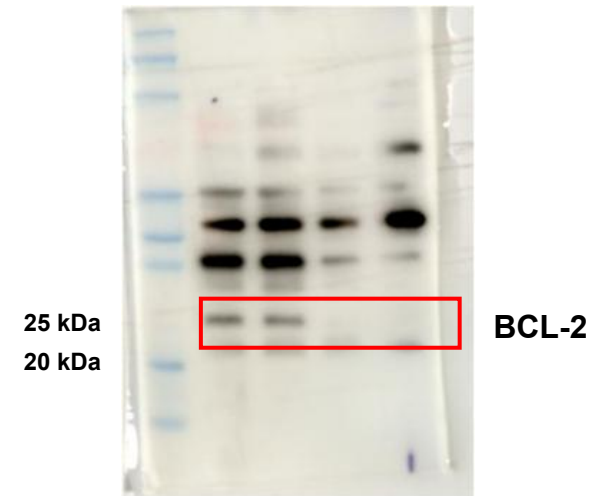

**Supplement:** Supplementary file 1 — Suppltal_Fig_WB_originals

# Supplementary material for: Multi-omics analysis the effects of Dhx37 deficiency on testis development and nucleolar homeostasis
**Source:** Cell Death Discov. 2026 Jan 14;12:77. doi: 10.1038/s41420-025-02875-1
**Supplement:** Supplementary file 2 — SUPPLEMENTARY MATERIAL

Supplementary Information

Multi-Omics Analysis the effects of *Dhx37* deficiency on testis development and nucleolar homeostasis

Yuqing Jiang^1^, Jiali Chen^1^, Yanshuang Ren^1^, Wenyuan Peng^1^, Wanjun Shen^2^, Yingyu Zhang^1^, Jie Liu^1^, Liujun Fu^1^, Liping Li^1^, Yujin Ma^1^, Hongwei Jiang^1*^，Huifang Peng^1*^

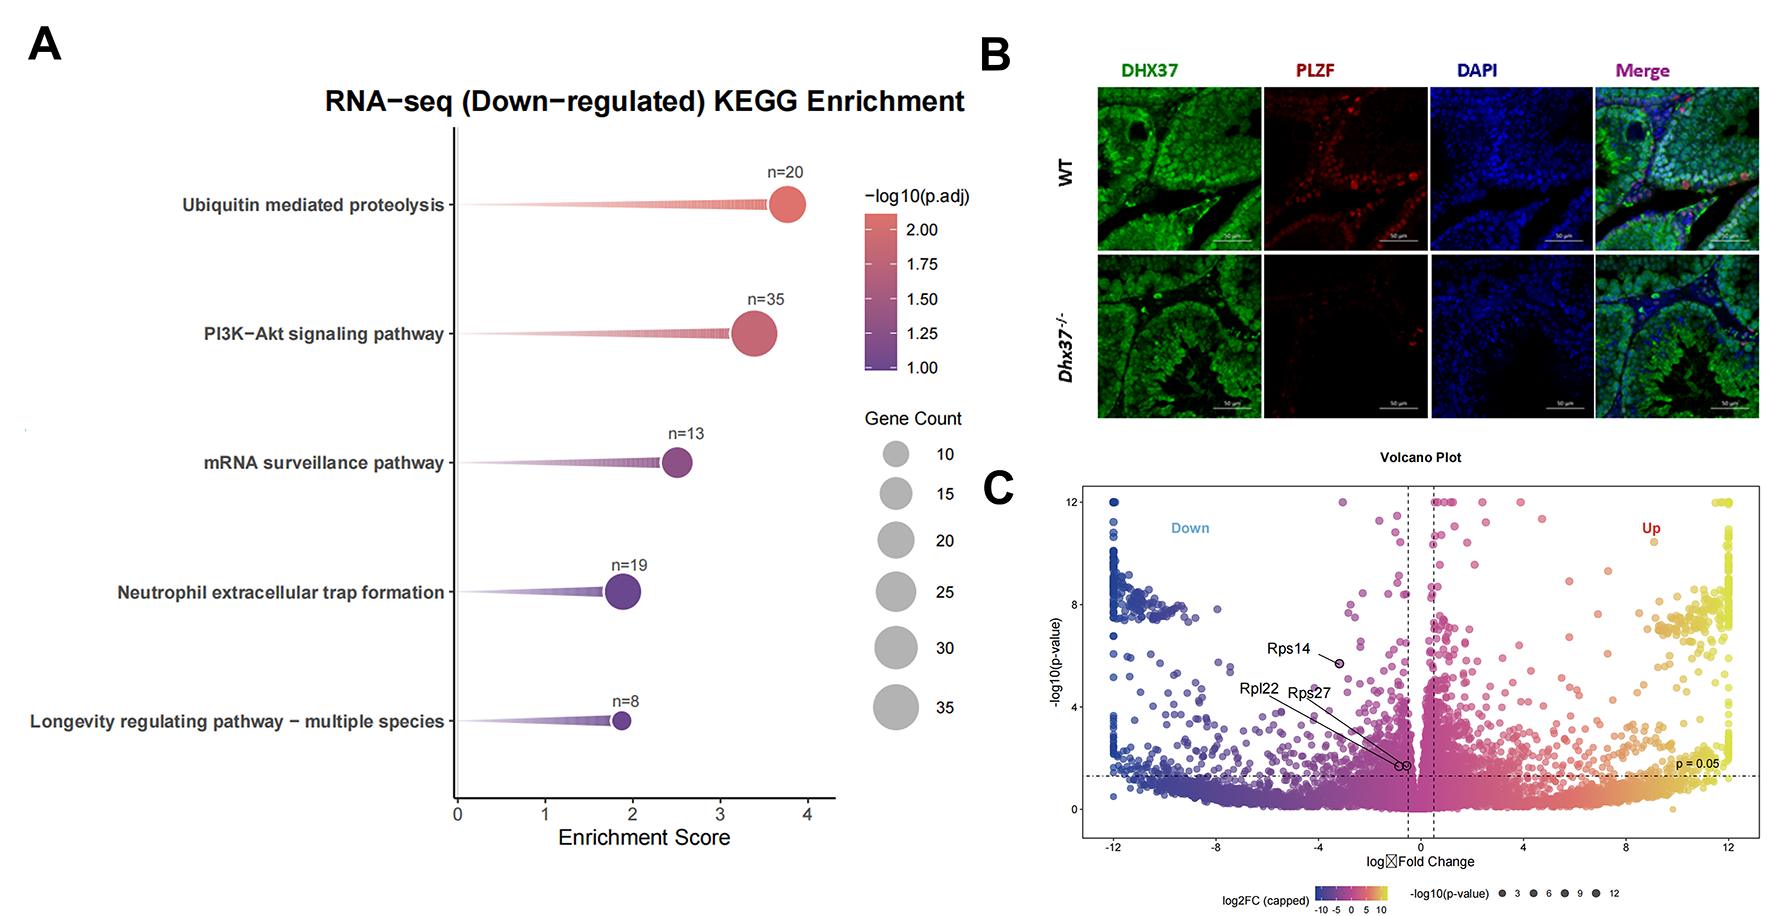

Figure S1. Multi-omic evidence for impaired ribosome-related signalling and germ-cell loss in Dhx37-deficient testes.

(A) KEGG representation analysis of down-regulated transcripts (RNA-seq, *Dhx37*^-/-^ vs. WT). Dot size indicates the number of genes per pathway; colour denotes –log₁₀(adjusted p). The five most significant pathways are shown, headed by “Ubiquitin-mediated proteolysis” and “PI3K–Akt signalling.”

(B) Immunofluorescence of P60 testis sections double-labelled for DHX37 (green) and the undifferentiated spermatogonial marker PLZF (red); nuclei counter-stained with DAPI (blue). *Dhx37*^-/-^ tubules display a near-complete loss of PLZF-positive germ cells. Scale bars, 50 µm.

(C) Volcano plot of the same RNA-seq dataset. The x-axis shows log₂ fold change, the y-axis –log₁₀(p-value). Dashed lines mark |log₂FC| = 0.5 and p = 0.05. Down-regulated ribosomal-protein genes Rps14, Rps27, and Rpl22 are highlighted, supporting a nucleolar-stress signature.

Table S1: Primer sequences used for RT-qPCR

| Gene | Forward 5’-3’ | Reverse 5’-3’ |
| --- | --- | --- |
| *mGapdh* | GTCAAGGCCGAGAATGGGAA | CTCGTGGTTCACACCCATCA |
| *mDhx37* | CGTGTCTTCCTTCCGTGTCA | CTATAGCAGTGGCCTGGCTC |
| *p53* | CCCAGCATCTTATCCGGGTG | GAACCTCAAAGCTGTCCCGT |
| *p21* | TACAAGTATGACCGCGCCTG | CTTCGGTCTCCTGTTCCGAC |

Table S2: siRNA

| siRNA | Forward 5’-3’ | Reverse 5’-3’ |
| --- | --- | --- |
| siNC | UUCUCCGAACGUGUCACG UTT | ACGUGACACGUUCGGAGAATT |
| siDhx37 | CCAGCUCUGUAGUCUUCUCAATT | UUGAGAAGACUACAGAGCUGGTT |

Table S3: Primary and Secondary Antibodies

| Type | Antibody | Application | Dilution | Species | Manufacturer and Catalog Number |
| --- | --- | --- | --- | --- | --- |
| Primary | anti-DHX37 antibody | WB | 1:1000 | Rabbit Polyclonal | Abcam, ab70778 |
|  | p53 Antibody | WB | 1:1000 | Mouse monoclonal | CST, 1C12 |
|  | WT1 Antibody | WB | 1:1000 | Rabbit monoclonal | Proteintech, 82525-1-RR |
|  | SOX9 Antibody | WB | 1:1000 | Rabbit monoclonal | Proteintech, 67439-1-Ig |
|  | TRA98 antibody | WB | 1:1000 | Rat monoclonal | Genetex, GTX00717 |
|  | cleaved-Caspase3 Antibody | WB | 1:1000 | Rabbit Polyclonal | Proteintech, 25546-1-AP |
|  | BCL-2 antibody | WB | 1:1000 | Rabbit monoclonal | Abcam, ab182858 |
|  | BAX antibody | WB | 1:1000 | Rabbit monoclonal | Abcam, ab182733 |
|  | MVH antibody | WB | 1:1000 | Rabbit Polyclonal | Abcam, ab13840 |
|  | PLZF antibody | WB | 1:1000 | Rabbit monoclonal | Proteintech, 66672-1-Ig |
|  | alpha Catenin antibody | WB | 1:1000 | Rabbit polyclonal | Genetex, GTX111168 |
|  | Beta Catenin antibody | WB | 1:1000 | Rabbit polyclonal | Proteintech, 51067-2-AP |
|  | N Cadherin antibody | WB | 1:1000 | Rabbit polyclonal | Abcam, ab18203 |
|  | P21 antibody | WB | 1:1000 | Rabbit polyclonal | Proteintech, 28248-1-AP |
|  | Beta Actin antibody | WB | 1:5000 | Rabbit monoclonal | Proteintech, 81115-1-RR |
|  | SOX9 antibody | IF | 3 µg/ml | Rabbit monoclonal | Abcam, ab185966 |
|  | PLZF antibody | IF | 1:100 | Mouse monoclonal | Santa Cruz, sc-28319 |
|  | MVH antibody | IF | 1 µg/ml | Rabbit Polyclonal | Abcam, ab13840 |
|  | Oct3/4 Antibody | IF | 1:100 | Mouse monoclonal | Santa Cruz, sc-5279 |
|  | TRA98 antibody | IF | 1:400 | Rat monoclonal | Genetex, GTX00717 |
|  | alpha Catenin antibody | IF | 1:1000 | Rabbit polyclonal | Genetex, GTX111168 |
|  | Beta Catenin antibody | IF | 1:200 | Rabbit polyclonal | Proteintech, 51067-2-AP |
|  | N Cadherin antibody | IF | 5µg/ml | Rabbit polyclonal | Abcam, ab18203 |
|  | Ki67 antibody | IF | 1:200 | Rabbit polyclonal | Proteintech, 12225-1-AP |
|  | CYP17A1 antibody | IHC | 1:200 | Rabbit polyclonal | Abcam, ab134910 |
|  | STAR antibody | IHC | 1:200 | Rabbit polyclonal | Proteintech, 12225-1-AP |
| Secondary | HRP-conjugated Goat Anti-Mouse IgG(H+L) | WB | 1:10000 | Goat Anti-Mouse IgG | Proteintech, SA00001-1 |
|  | HRP-conjugated Goat Anti-Rabbit IgG(H+L) | WB | 1:10000 | Goat Anti-Rabbit IgG | Proteintech, SA00001-2 |
|  | CoraLite®488-Conjugated AffiniPure Goat Anti-Rabbit IgG(H+L). | IF | 1:200 | Goat Anti-Rabbit  IgG | Proteintech, RGAR002 |
|  | Cy3–conjugated Goat Anti-Rabbit IgG(H+L) | IF | 1:100 | Goat Anti-Rabbit  IgG | Proteintech, SA00009-2 |
|  | Goat Anti-Rabbit IgG, HRP Conjugated | IHC | 1:200 | Goat Anti-Rabbit IgG | RCA054 |

How the deposited data were processed for this re-analysis (not part of the article)

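Single-nucleus RNA of whole testes was measured in 2 WT and 2 *Dhx37*-/- libraries, named as biological replicates by their labels. For each library the authors' Cell Ranger output was used as raw UMI counts per gene and barcode, over all observed barcodes and before any normalization or filter. The values were checked to be whole numbers of at least 1. Cell Ranger had already aligned the reads to mm39 and collapsed UMIs. Spliced and unspliced counts were not analysed here, so RNA velocity was not computed, and the protein and staining experiments were not used here.

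Nuclei were called in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19) with a written-out version of the 2 steps that Cell Ranger uses. The first step takes barcodes whose UMI count exceeds the 99th percentile of the expected nuclei divided by 10. The second compares other barcodes with at least 500 UMIs with an ambient profile, taken from the barcodes ranked 45000 to 90000 by UMI count, with 10000 simulations and a Benjamini-Hochberg adjusted p under 0.01. Barcodes were kept with 500 to 5000 genes, at least 500 UMIs and at most 25% mitochondrial UMIs. Scrublet in scanpy 1.11.5 gave doublet calls, which were used in an alternative only.

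Nuclei of all 4 libraries were clustered together in Seurat 5.3.0 under R 4.3.3, with 2000 variable genes, 10 PCs, 20 neighbours and Louvain at resolution 0.5. No integration between libraries was applied. A cluster took the name of the class whose markers had the highest mean log2 fold over all other nuclei. At least 3 markers had to reach 20 CPM and 1.5 times the level elsewhere, with a pseudocount of 10 CPM. A cluster stayed unnamed when its 10 leading genes held more markers of another class, when 3 of them were mitochondrial, or when it combined a low UMI count with no marker among them. The lists of markers were fixed first, while the numerical limits of this rule were set after the clusters had been seen.

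UMI counts were summed per library and class and compared with edgeR 4.0.16, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. It was run with TMM, its default filter on low counts and the quasi-likelihood F-test. Classes other than Sertoli-like were compared when each library held at least 20 nuclei, which left out the endothelial-like class. The Sertoli-like class was compared although WT replicate 2 held 17 nuclei of it. DESeq2 1.42.0 was run beside edgeR. Lists of genes for p53 targets, apoptosis, the actin cytoskeleton, cell junctions, endocytosis, ribosome biogenesis and ribosomal proteins were tested with camera and fry in limma 3.58.1, two-sided and adjusted over the 7 lists. These lists were written by hand after the pathways that the paper names, since the KEGG lists themselves were not used here. The genes named in the text are *Dhx37*, every gene that the paper names for Sertoli cells or labels legibly in Fig. 6C, and, as fewer than 3 genes passed the threshold in each direction, genes among the 3 with the smallest p in each direction. Genes of other classes and leading genes of clusters fall outside that rule and were chosen after their values had been seen.

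The part of the Sertoli-like counts that came from free RNA was estimated per library from the level of *Prm1*, *Prm2*, *Tnp1* and *Tnp2*, which Sertoli cells are taken not to express, against their level in the ambient profile. Positions along a trajectory came from the first diffusion component of the neighbour graph that scanpy gave for Sertoli-like nuclei, as ranks. Monocle 2 was not used here. Variability in spermatid-like nuclei was the mean Fano factor (variance over mean) of genes with at least 0.1 UMIs on average, after thinning each nucleus to 1000 UMIs. Shares, positions and variability were compared with exact two-sided permutation tests of library values, with 2 libraries per genotype. Figures were drawn with matplotlib 3.10.9.

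The tests were tried on simulated data. In counts drawn for the Sertoli comparison, edgeR called 100% of 180 tested genes with a 16-fold change and DESeq2 called 46% of 200 genes with a 4-fold change. These counts had the same spread for every gene, so the shares may overstate the power in the data. Alternatives covered the calling of nuclei, the upper limit on genes, a mitochondrial limit of 5%, doublets, 30 PCs, resolution 1.0, thinning, normalization, filters on low counts, the tool, a term for the replicate number, free RNA, tests across nuclei, and leaving out each library in turn. No coordinates were used, because the reference at hand is of another genome build than the one to which the reads were aligned.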

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

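The tests on genes of meiosis, on T cell markers, on the upper limit of genes and on doublets were chosen only after the results were seen.

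In spermatogonia-like nuclei, a cluster without a marker of its class among its 10 leading genes, for which the paper reports no differential expression, edgeR called 51 of 11638 genes, 34 higher and 17 lower in *Dhx37*-/-, and DESeq2 called 61. The count was 23 without *Dhx37*-/- replicate 1 and 78 without *Dhx37*-/- replicate 2, and it was 442 without WT replicate 1 and 734 without WT replicate 2, where the lone WT library is assumed to vary like the *Dhx37*-/- pair. In Sertoli-like nuclei edgeR and DESeq2 called 0 genes (747 and 220 at an unadjusted p under 0.05), and whether the classes differ was not tested. *Meiob* (log2 fold change 3.40) and *Hormad1* (1.26), genes of meiosis, were among those called higher. A larger share of nuclei near meiosis in the *Dhx37*-/- libraries could raise such genes. In the WT libraries 85.3% of the genes called higher were more abundant in spermatocyte-like than in spermatogonia-like nuclei, against 36.3% of all tested genes (Fisher's exact test, two-sided, p = 5.3e-09). Genes called higher are low in WT spermatogonia-like nuclei by selection, which tilts that comparison. In the *Dhx37*-/- libraries, where the tilt runs the other way, the share was 50%, against 35.5% (Fisher's exact test, two-sided, p = 0.104). A shift in the mix of nuclei and a change within nuclei cannot be told apart here, since both tests run on genes chosen for the pattern. Free RNA was not tested in this class. An effect of the genotype on germ cells stays open and untested.

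In macrophage-like nuclei, another class without differential expression in the paper, edgeR called 53 of 9854 genes, 26 higher and 27 lower, and DESeq2 called 17. Without WT replicate 1 the count was 325 and without WT replicate 2 it was 295, and it was 54 without *Dhx37*-/- replicate 1 and 72 without *Dhx37*-/- replicate 2. *Themis* and *Trbc1*, genes of T cells, were among those called higher (log2 fold changes 2.53 and 2.82). Nuclei with UMIs of at least 2 of 10 T cell markers made up 5.97% and 11.2% of the class in the WT libraries and 17.7% and 17.0% in the *Dhx37*-/- libraries. T cells in the same cluster may account for part of the calls. Without these nuclei edgeR called 0 genes, with 1026 at an unadjusted p under 0.05 and a smallest adjusted p of 0.104. When as many nuclei without these markers were removed at random 20 times, edgeR called between 21 and 90 genes (median 49.5). Fewer nuclei of that kind thus did not remove the calls. Every draw kept all nuclei with T cell markers, which protects calls that rest on them. The draws therefore do not show what a removal of any nuclei would cost. Of the 53 genes, 10 were no longer tested, and 40 (75.5%) kept their direction at an unadjusted p under 0.05. The contribution of T cells cannot be told apart from a change in macrophages, because nuclei with fewer T cell markers stay in the class and most calls kept their direction. *Insl3* (3.41) and *Hsd3b6* (3.88), markers of Leydig cells, were also called higher, and free RNA of Leydig cells was not tested as their source.

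Of the 366 nuclei of a spermatocyte-like cluster, 99.2% came from the *Dhx37*-/- libraries: 72 nuclei (0.817%) in replicate 1 and 291 (2.90%) in replicate 2, against 2 (0.0200%) and 1 (0.0121%) in the WT libraries. The paper does not describe such a cluster. Its median nucleus held 8492.5 UMIs. The upper limit on genes could have removed these nuclei from the WT libraries alone. Without that limit the cluster held 562 nuclei, 139 (1.54%) and 418 (4.05%) in the *Dhx37*-/- libraries and 5 (0.0499%) and 0 in the WT libraries, where a count of 0 among 8313 nuclei allows up to 0.0361%, which argues against the limit as the cause. Doublets as the cause are argued against as well, since Scrublet called 2.19% of the cluster against 4.33% of all nuclei. Spermatocytes of a stage that builds up in *Dhx37*-/- testes are a hypothesis, drawn from the same libraries and not tested. The share also differed between the *Dhx37*-/- libraries, and there are 2 libraries per genotype.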

How the results depend on the processing

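The Wilcoxon tests with Bonferroni adjustment or with single libraries, and leaving out libraries for the trajectory position and for spermatid variability, were chosen only after the data were seen, and the other alternatives were set before the data were examined.

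The number of nuclei kept lay between 34768 and 43625 over the calling settings, against 37136. The number of clusters lay between 17 and 25, against 18. The difference in the share of Sertoli-like nuclei (*Dhx37*-/- minus WT, in percentage points) was positive under every setting of calling, filtering and clustering, between 1.57 and 2.40, and between 1.62 and 2.06 when 1 library was left out. That of spermatogonia-like nuclei lay between 2.52 and 3.55 (1.25 to 4.54 when 1 library was left out), that of Leydig-like nuclei between 1.49 and 1.86 (1.15 to 2.46), that of macrophage-like nuclei between 0.375 and 0.539 (0.0625 to 1.00) and that of round spermatid-like nuclei between -9.36 and -5.39 (-17.7 to -1.07). For spermatocyte-like nuclei the difference was -0.748 at resolution 1.0, -2.69 with 30 PCs and -2.76 with the study's filter alone, and -0.470 to 1.40 when 1 library was left out, against 0.464. For elongating spermatid-like nuclei it was 0.343 when nuclei were called by the UMI count alone, and -5.26 to 0.13 when 1 library was left out, against -2.57. When 1 library was left out, endothelial-like nuclei ranged from -0.447 to 0.234 and fibroblast-like nuclei from -0.102 to 1.63. The cause of these reversals was not tested. The range for Sertoli-like nuclei counts named nuclei only. At resolution 1.0 and with 30 PCs, a cluster nearest to Sertoli cells by its markers (1009 and 1181 nuclei) stayed unnamed, because mitochondrial genes led it.

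In Sertoli-like nuclei edgeR called 0 genes with the study's filter alone (737 genes at an unadjusted p under 0.05), with calling by UMI count alone (850), without the upper limit on genes (870), with the mitochondrial limit of 5% (748), without doublets (718), with 30 PCs (747), at resolution 1.0 (747), after thinning (159 of 2904 genes), without TMM (769), with at least 10 counts in every library (156 of 2816) and without genes of over 20% free RNA (475 of 7869). With no filter beyond 1 count it called 26 of 28254 genes. Leaving out 1 library gave 0 to 370 genes, and the larger values arose when a WT library was left out. The tests across nuclei moved the count to 377 with Benjamini-Hochberg adjustment, 42 with Bonferroni adjustment and 745 at an unadjusted p under 0.01 and a fold of 1.2 (the lines drawn in Fig. 6C). With Benjamini-Hochberg adjustment and single libraries they called 593 genes against WT replicate 1, 551 against WT replicate 2, 1117 and 671 for *Dhx37*-/- replicate 1 against WT replicates 1 and 2, and 264 and 448 for *Dhx37*-/- replicate 2 against WT replicates 1 and 2. At the lines of Fig. 6C the counts in that order were 905, 364, 1392, 519, 695 and 311. These tests take nuclei as replicates.

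In Sertoli-like nuclei the deviations of replicate 1 had a correlation of -0.0356 between genotypes across 10337 genes. That does not exclude a pairing by replicate number, since WT replicate 2 held only 17 of these nuclei. Free RNA in Sertoli-like nuclei went with the number (9.94% and 6.48% in WT replicates 1 and 2, 10.2% and 7.18% in *Dhx37*-/-). The number of nuclei kept did not (9999 and 8298 in WT, 8811 and 10028 in *Dhx37*-/-). Whether the libraries are paired stays open. A term for the replicate number was tried once. With it edgeR called 0 genes in Sertoli-like nuclei (409 at an unadjusted p under 0.05). The count was 218 in spermatogonia-like nuclei (51 without the term) and 177 in macrophage-like nuclei (53 without the term). It was 2 in spermatocyte-like nuclei (0 without the term), 1 in round spermatid-like nuclei (2) and 1 in elongating spermatid-like nuclei (0). The median log2 fold change of actin cytoskeleton genes became 0.029, and that of *Rps3a1* became -0.055 and that of *Ephb1* 0.245.

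In the other classes DESeq2 called 176 genes in spermatocyte-like, 36 in round spermatid-like, 12 in elongating spermatid-like, 17 in macrophage-like, 4 in fibroblast-like nuclei and 1 in Leydig-like nuclei, where edgeR called 0 (2976 at an unadjusted p under 0.05), 2, 0 (1783), 53, 2 and 0 (802). The spermatocyte-like class includes the cluster found almost only in *Dhx37*-/- libraries, with 72 of 1139 nuclei in replicate 1 and 291 of 1109 in replicate 2. Its counts of genes may thus reflect a different mix of nuclei. Leaving out 1 library gave 23 to 734 genes in spermatogonia-like, 0 to 476 in spermatocyte-like, 7 to 1919 in round spermatid-like, 1 to 3121 in elongating spermatid-like, 0 to 953 in Leydig-like, 54 to 325 in macrophage-like and 7 to 791 in fibroblast-like nuclei. The counts over 100 in round spermatid-like, elongating spermatid-like and Leydig-like nuclei arose when a WT library was left out, with the lone WT library assumed to vary like the *Dhx37*-/- pair. In spermatocyte-like nuclei the 476 arose without *Dhx37*-/- replicate 1.

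Lists of genes with medians near 0 changed sign under several settings. With at least 10 counts in every library, which leaves 5 to 28 genes of each, the medians were 0.070 for actin cytoskeleton, -0.0067 for apoptosis, 0.035 for junction and -0.0092 for p53 target genes. Without TMM they were 0.069 for actin cytoskeleton, 0.040 for junction and 0.057 for endocytosis genes, and without doublets 0.126 for actin cytoskeleton and 0.0045 for junction genes. When 1 library was left out, the medians ranged from -0.049 to 0.176 for actin cytoskeleton, -0.095 to 0.237 for junction, -0.096 to 0.177 for endocytosis, -0.056 to 0.204 for p53 target and -0.011 to 0.273 for ribosome biogenesis genes. The causes were not tested. Ribosomal protein genes kept a positive median in every setting. Their median is the same under the preset correlation (0.904), an estimated correlation (0.904) and fry (0.904), since only the test differs, and the call at the preset correlation (camera adjusted p = 1.2e-15) was lost with an estimated correlation (camera adjusted p = 0.827) and with fry (fry adjusted p = 0.227).

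Under the settings that kept all libraries, 3 of 60 named genes changed direction: *Rps3a1* to -0.060 with DESeq2, *Ephb1* to 0.16 with DESeq2 and *Ctnnb1* to 0.018 without TMM, besides the values with the replicate term. When 1 library was left out, 30 of 60 changed direction at least once and 13 passed the threshold at least once. Their log2 fold changes ranged from -0.59 to 0.30 for *Actn4*, -0.28 to 1.01 for *Rpl19*, -0.82 to 0.63 for *Rps3a1*, -0.051 to 0.39 for *Pip5k1b*, -0.22 to 0.39 for *Neo1*, -0.67 to 1.73 for *Rpl6*, -0.57 to 0.25 for *Map2k7*, -0.43 to 0.13 for *Ctnnb1*, -1.06 to 0.92 for *Cftr*, -0.086 to 0.40 for *Trp53*, -0.015 to 1.31 for *Cdkn1a*, -0.65 to 1.32 for *Bax* and -0.28 to 1.90 for *Mdm2*. The same range was -1.54 to 1.04 for *Mapk10*, -0.92 to 0.094 for *Dffa*, -0.43 to 0.55 for *Lpar2*, -0.43 to 0.18 for *Ctnna1*, -1.84 to 0.79 for *Slc16a4*, -1.83 to 1.19 for *Gm48765*, -1.19 to 1.06 for *Lrrtm3*, -1.26 to 0.37 for *Pisd*, -1.56 to 1.2 for *Gm15283*, -0.095 to 1.55 for *Rptor*, -0.44 to 3.08 for *Tmem260*, -0.0025 to 1.99 for *Pip5k1a*, -0.11 to 1.13 for *Rybp*, -0.32 to 1.15 for *Nlk* and -0.34 to 0.75 for *Jazf1*. *Sesn3* (-0.26 to 8.59) and *Ephb1* (-0.81 to 9.97) had no UMI in WT replicate 2, so the upper ends depend on the prior count and are no bounds. With 1 library fewer per group the lone library sets the estimate of its genotype.

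The difference in trajectory position was 0.0834 with 30 PCs and 0.0991 after thinning, which kept 483 of 511 nuclei, against -0.284. These 2 axes had rank correlations of only 0.0353 and 0.0732 with the UMI count that sets their direction, against 0.463, so their signs are close to arbitrary and are not read as a reversal. It was -0.321 without doublets and lay between -0.386 and -0.183 when 1 library was left out. The difference in spermatid variability kept its sign in every setting, between -0.00975 and -0.00159 for round and between -0.0117 and -0.00205 for elongating spermatid-like nuclei, and between -0.0161 and -0.00346 and between -0.0134 and -0.00676 when 1 library was left out.

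Depth limits the Sertoli comparison most in WT replicate 2, where 17 nuclei hold 119500 UMIs.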

Differences from the paper's values

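Wilcoxon tests with single libraries were chosen only after the values were seen. The paper reports 577 differentially expressed genes in Sertoli cells (the paper's value), 127 of them upregulated and 450 downregulated (the paper's values). Here libraries were the replicates, while the paper's methods name a Wilcoxon test. The legend of Fig. 6C names a Wald test with a Benjamini-Hochberg adjusted p under 0.05 instead, and the lines drawn in that figure lie at about 2 on the axis of −log10 p and about 0.26 on that of log2 fold in Fig. 6C, read by eye, so the setting called lines below (unadjusted p under 0.01 and a fold of 1.2) is taken from the drawing and is not a rule that the paper states. edgeR called 0 genes, 0 higher and 0 lower, with 747 at an unadjusted p under 0.05, and DESeq2, whose test is a Wald test, called 0 on library sums. Among the alternatives set before the data were examined, the Wilcoxon test across nuclei at the lines of Fig. 6C gave 745 genes, within 1.5 times the paper's total, with 367 higher, not within 1.5 times, and 378 lower, within 1.5 times. The same test with Benjamini-Hochberg adjustment gave 377 genes and 232 lower, not within 1.5 times, and 145 higher, within 1.5 times. No other alternative set at that time came within 1.5 times of the total or of either direction: other ways of calling nuclei, the mitochondrial limit, no doublets, 30 PCs, resolution 1.0, thinning, no TMM, at least 10 counts, the replicate term, genes without much free RNA and DESeq2 gave 0, no filter beyond 1 count gave 26 (14 higher and 12 lower), and leaving out 1 library gave 0 to 370 (244 higher and 126 lower at most).

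Chosen after seeing the values, Wilcoxon tests across nuclei with single libraries also came within 1.5 times of the paper's total. With Benjamini-Hochberg adjustment they gave 593 genes against WT replicate 1 alone, 551 against WT replicate 2 alone, 671 for *Dhx37*-/- replicate 1 against WT replicate 2 and 448 for *Dhx37*-/- replicate 2 against WT replicate 2, and at the lines of Fig. 6C 519 for *Dhx37*-/- replicate 1 against WT replicate 2 and 695 for *Dhx37*-/- replicate 2 against WT replicate 1. For the number of lower genes, also chosen after seeing the values, those within 1.5 times were 379 (adjusted) and 464 (lines) against WT replicate 1, 547 (adjusted) and 335 (lines) against WT replicate 2, 665 (adjusted) and 497 (lines) for *Dhx37*-/- replicate 1 against WT replicate 2, and 442 (adjusted) for *Dhx37*-/- replicate 2 against WT replicate 2. For the higher genes, none of the tests with single libraries came within 1.5 times.

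Of the 9 genes that Fig. 6C legibly labels as upregulated, 8 had a higher estimate and *Ephb1* a lower one (-0.22), with a positive estimate under DESeq2 (0.16). None was called by edgeR. Of the 9 legibly labelled as downregulated, 8 were tested, all with a lower estimate, and none was called by edgeR. *Gm15663* had 0 UMIs in the WT libraries and 3 and 4 in the *Dhx37*-/- libraries. Without WT replicate 1 edgeR called *Slc16a4*, *Gm48765*, *Cntn5* and *Negr1*, all lower, and without WT replicate 2 it called *Gm15283*, but as higher (1.2). At the lines of Fig. 6C the Wilcoxon test across nuclei called 2 of the 18 legibly labelled genes, and, chosen after seeing the values, 12 against WT replicate 2 alone and 0 against WT replicate 1 alone. With 1 library on each side it called 8 and 15 of them for *Dhx37*-/- replicates 1 and 2 against WT replicate 2, and 0 and 1 against WT replicate 1.

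The paper describes *Trp73* as strongly expressed in mature Sertoli cells. A UMI of *Trp73* was found in 7 of 511 Sertoli-like nuclei.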

Other observations

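The tests between libraries of one genotype, on Leydig-like nuclei as the denominator, on transcripts of round spermatids and on WT replicate 2 in Fig. 6C were chosen only after the results were seen, and genes at an unadjusted p under 0.05 were examined because 0 genes had been called.

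The 747 genes at an unadjusted p under 0.05 in Sertoli-like nuclei were unevenly spread over genes with free RNA. Of the 2429 tested genes with over 20% of their counts from free RNA, 14.7% were among them, against 4.94% of the 7908 others (Fisher's exact test, two-sided, p = 4.3e-51), and within groups of like abundance the odds ratio was 3.76. Genes are not independent replicates. Free RNA that differs between libraries may therefore account for part of these genes, though without the genes of over 20% free RNA 475 of 7869 were still at an unadjusted p under 0.05. Of the 747 genes, between 80.3% (spermatogonia-like) and 86.2% (Leydig-like) of those also tested in another class changed the same way there, against 61.3% to 64.4% of all genes tested in both. A difference between libraries that all cell types share may be a further source, and with 2 libraries per genotype it is not separated from an effect of the genotype.

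Without TMM, *Prm1*, a spermatid gene, reached 526 and 795 CPM in Sertoli-like nuclei of the WT libraries and 2211 and 944 CPM in those of the *Dhx37*-/- libraries. Of the 289 lower genes, 57.4% were more abundant in round spermatid-like than in Sertoli-like nuclei of the *Dhx37*-/- libraries, against 35.0% of all tested genes (Fisher's exact test, two-sided, p = 2.9e-15), and 51.2% in the WT libraries, against 36.7% (Fisher's exact test, two-sided, p = 4.4e-07). RNA of round spermatids in the Sertoli-like nuclei of WT libraries could lower such genes in the comparison. Of the 458 higher genes 53.9% and 66.4% were more abundant there too, which that source alone would not give. Of the 50 most abundant transcripts of round spermatid-like nuclei with at least 5 times their level in Sertoli-like nuclei, 49 had a lower estimate in *Dhx37*-/- Sertoli-like nuclei (median log2 fold change -0.62) when chosen in the *Dhx37*-/- libraries, and 50 of 50 (median -0.80) when chosen in the WT libraries.

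Between the *Dhx37*-/- libraries, the Wilcoxon test across Sertoli-like nuclei called 1574 genes, and between the WT libraries 78. Such counts depend on the numbers of nuclei (242 against 187, and 17 against 65) and do not measure the size of a difference. Of the 1574 genes, 1429 were higher in *Dhx37*-/- replicate 2, whose median nucleus held 8621 UMIs against 6774 in replicate 1. Depth may contribute and was not separated from other differences between libraries. Libraries of one genotype can thus also yield many calls across nuclei. For the genes legibly labelled in Fig. 6C, WT replicate 2 alone may set the direction: 12 of 18 passed the figure's lines against WT replicate 2 alone and 0 against WT replicate 1 alone. Against WT replicate 1 the *Dhx37*-/- mean lay on the labelled side for 3 of the 9 genes labelled as higher and 3 of the 9 labelled as lower, and against WT replicate 2 for 9 and 8.

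By staining, the paper reports fewer SOX9-positive cells in *Dhx37*-/- testes, while the share of Sertoli-like nuclei was higher. Fewer germ cell nuclei in the denominator could raise that share. Per 100 Leydig-like nuclei, a class outside the germ line, there were 28.1 and 20.5 Sertoli-like nuclei in the WT libraries and 58.4 and 73.3 in the *Dhx37*-/- libraries (exact permutation test, two-sided, p = 0.33, both *Dhx37*-/- libraries higher). For the nuclei named Sertoli-like, this argues against germ cells in the denominator as the whole cause. At resolution 1.0 an unnamed cluster, led by mitochondrial genes, was nearest to Sertoli cells by its markers. It held 170 and 129 nuclei in the WT libraries and 453 and 257 in the *Dhx37*-/- libraries, more than the Sertoli-like class in every library. The ratio leaves these nuclei out, so it does not decide the cause for Sertoli cells as a whole. A different recovery of nuclei with many UMIs was tested across the 18 clusters, where the change of the share had a rank correlation of -0.0258 with the UMI count (permutation test, two-sided, p = 0.922), and -0.218 (permutation test, two-sided, p = 0.399) without the cluster found almost only in *Dhx37*-/- libraries. Recovery cannot be told apart from a change in the testis by this test, because clusters differ in more than their UMI count. The paper also reports less PLZF in *Dhx37*-/- testes, and spermatogonia-like nuclei had a higher share in both *Dhx37*-/- libraries. Neither share counts cells per testis.

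Genes that the paper names from other experiments were read in Sertoli-like nuclei, and edgeR called none of the 14 that were tested. The paper reports *Bax*, *Dffa* and *Mapk10* as induced by a knockdown of *Dhx37* in a Sertoli cell line. Their log2 fold changes were 0.59, -0.73 and -1.17. *Mapk10* was the only one of the 14 at an unadjusted p under 0.05 (edgeR adjusted p = 0.680). It had 50.2 and 8.66 CPM in the WT libraries (24 and 1 UMIs) and 19.6 and 15.6 CPM in the *Dhx37*-/- libraries. For genes reported as reduced by the knockdown, the log2 fold changes were -0.57 for *Bcl2*, 0.07 for *Mdm2*, 0.58 for *Rps14*, 0.75 for *Rps27* and 0.55 for *Rpl22*. Among these genes reported as reduced, all but *Bcl2* had an estimate opposite to the reported direction. That of *Mdm2* was far smaller than its standard error (0.41), so its direction is not read. Free RNA accounted for an estimated 55.1%, 80.7% and 54.1% of the counts of *Rps14*, *Rps27* and *Rpl22*. The value was 0.26 for *Lpar2*, which the paper's summary figure gives as reduced. The others were -0.19 for *Ctnna1*, -0.34 for *Cdh2*, 0.62 for *Star*, 2.00 for *Cyp17a1* and 0.62 for *Fbl*. *Fas*, *Pik3r2*, *Pik3r5*, *Fgf2* and *Mki67* had too few counts for the test. The ambient profile alone accounted for an estimated 116% of the counts of *Cyp17a1*, a Leydig cell gene.

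Ribosomal protein genes were higher in *Dhx37*-/- Sertoli-like nuclei, 79 of 81 with a median log2 fold change of 0.90 (camera adjusted p = 1.2e-15), and the call did not hold with an estimated correlation (adjusted p = 0.827) or with fry (adjusted p = 0.227). Ribosome biogenesis genes had a median of 0.17, with 46 of 73 higher (camera adjusted p = 0.564, fry adjusted p = 0.212). Free RNA accounted for an estimated 53.3% and 52.4% of the ribosomal protein UMIs in the WT libraries and 67.0% and 59.9% in the *Dhx37*-/- libraries, and these genes made up 1.40% and 3.24% of ambient UMIs in WT and 4.30% and 3.95% in *Dhx37*-/-. Their median was also positive in all 7 other classes tested, between 0.167 and 0.641. Free RNA and a difference that all classes share may both contribute. Nuclei with few UMIs that carry cytoplasmic RNA are not the main source, since without nuclei under 2000 UMIs the median was 0.863. An effect of the genotype in Sertoli cells stays open beside them.

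In macrophage-like nuclei, cell junction genes had a median of -0.52, 2 of 19 higher (camera adjusted p = 0.00014; adjusted p = 0.139 with fry and 0.426 with an estimated correlation), and in spermatocyte-like nuclei ribosome biogenesis genes had a median of 0.28, 60 of 86 higher (camera adjusted p = 0.0017; adjusted p = 0.242 with fry and 0.492 with an estimated correlation). Neither call held under fry or an estimated correlation. The spermatocyte-like class includes the cluster found almost only in *Dhx37*-/- libraries. That cluster gave 72 of 1139 and 291 of 1109 nuclei of the class in *Dhx37*-/-, against 2 of 1103 and 1 of 998 in WT. A different mix of nuclei may thus contribute to the spermatocyte-like result. Whether these classes differ from Sertoli-like nuclei was not tested.

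In round spermatid-like nuclei edgeR called *Gm15446* and *Grm7*, and in fibroblast-like nuclei *Gm17167* and *Ptgds*, all higher in *Dhx37*-/-, and these were named after their values had been seen. *Gm42826*, lower in Sertoli-like nuclei, was also called lower in spermatogonia-like (-1.86) and macrophage-like (-1.88) nuclei.

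The position along the Sertoli trajectory followed the UMI count of a nucleus, and this count could set the order. The rank correlation between positions with and without thinning was -0.0564, so the order changed with thinning. An effect of the UMI count cannot be told apart from an unstable axis, because the axis also changed with 30 PCs, where UMI counts stayed as they were.

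The paper reads larger fluctuations of expression in *Dhx37*-/- spermatids from RNA velocity. The mean Fano factor was 1.196 in WT and 1.186 in *Dhx37*-/- round spermatid-like nuclei (exact permutation test, two-sided, p = 0.67, libraries overlapping) and 1.156 and 1.145 in elongating spermatid-like nuclei (exact permutation test, two-sided, p = 0.33, both *Dhx37*-/- libraries lower). With genes of at least 0.3 UMIs on average, the elongating spermatid-like libraries overlapped (exact permutation test, two-sided, p = 0.67). WT replicate 2 then had 1.216 and *Dhx37*-/- replicate 1 had 1.220. The Fano factor is not velocity.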
